# Sub-fertility in crossbred bulls: deciphering testicular level transcriptomic alterations between zebu (*Bos indicus*) and crossbred (*Bos taurus x Bos indicus*) bulls

**DOI:** 10.1186/s12864-020-06907-1

**Published:** 2020-07-21

**Authors:** Kamaraj Elango, Arumugam Kumaresan, Ankur Sharma, Pradeep Nag, Mani Arul Prakash, Manish Kumar Sinha, Ayyasamy Manimaran, Ebenezer Samuel King John Peter, Sakthivel Jeyakumar, Sellappan Selvaraju, Kerekoppa P. Ramesha, Tirtha K. Datta

**Keywords:** Crossbred, Sub-fertility, Zebu, Testis, Transcriptomics

## Abstract

**Background:**

The incidence of poor semen quality and sub-fertility/infertility is higher in crossbred as compared to Zebu males. Several attempts have been made to understand the possible reasons for higher incidence of fertility problems in crossbred males, at sperm phenotype, proteome and genome level but with variable results. Since the quality of the ejaculated spermatozoa is determined by the testicular environment, assessing the testicular transcriptome between these breeds would help in identifying the possible mechanisms associated with infertility in crossbred bulls. However, such information is not available. We performed global transcriptomic profiling of testicular tissue from crossbred and Zebu bulls using Agilent *Bos taurus* GXP 8X60k AMADID: 29411 array. To the best of our knowledge, this is the first study comparing the testicular mRNAs between crossbred and Zebu bulls.

**Results:**

Out of the 14,419 transcripts detected in bovine testis, 1466 were differentially expressed between crossbred and Zebu bulls, in which 1038 were upregulated and 428 were downregulated in crossbred bulls. *PI4KB* and *DPY19L2* genes, reported to be involved in sperm capacitation and acrosome formation respectively, were among the top 10 downregulated transcripts in crossbred testis. Genes involved in ubiquitination and proteolysis were upregulated, while genes involved in cell proliferation, stem cell differentiation, stem cell population maintenance, steroidogenesis, WNT signalling, protein localization to plasma membrane, endocannabinoid signalling, heparin binding, cAMP metabolism and GABA receptor activity were downregulated in crossbred testis. Among the 10 genes validated using qPCR, expression of *CCNYL, SOX2, MSMB, SPATA7, TNP1, TNP2* and *CRISP2* followed the same trend as observed in microarray analysis with *SPATA7* being significantly downregulated and transition proteins (*TNP1*, *TNP2*) being significantly upregulated in crossbred bulls.

**Conclusions:**

Abundant proteolysis by ubiquitination and downregulation of WNT signaling, cell proliferation, differentiation and steroidogenesis might be associated with higher incidence of poor semen quality and/or sub-fertility/infertility in crossbred bulls as compared to Zebu bulls. Downregulation of *SPATA7* (Spermatogenesis Associated 7) and upregulation of transition proteins (*TNP1* and *TNP2*) in crossbred bull testis might be associated with impaired spermatogenesis processes including improper chromatin compaction in crossbred bulls.

## Background

Although both males and females contribute to conception failure, infertility in a bull is formidable since a single male is used to artificially breed thousands of females [1]. It is well proved that the male offspring born out of species hybridization (for instance crossing of cattle with yak) are sterile. On the other hand, the male offspring produced by crossing *Bos taurus* males with *Bos indicus* females, tend to have higher incidence of sub-fertility/infertility problems as compared to both the parent breeds [2]. It is reported that, crossbred males are prone for many reproductive problems and possess higher culling rate of 40–70% due to sub-fertility and poor semen freezability [3, 4]. Moreover, ejaculate rejection rate (owing to poor semen quality) in crossbred bulls ranged from 10 to 100% with the average of 55% [5–9]. Ejaculates were rejected for one or more reasons that include low sperm concentration, poor mass activity, initial motility and poor progressive motility. Further, it was observed that, post-thaw sperm motility decreased while the exotic inheritance of the crossbred bulls increased [10]. In the world of Zebu bulls, *albeit* libido is poor, infertility is less when compared to crossbred bulls [7, 11].

Though axiomatic evidences of inferior reproductive performances in crossbred bulls than Zebu bulls has been demonstrated in terms of genetic [10], hormonal [12], semenological [7] and andrological aspects [13], the etiology has not been well understood. Our group has been working towards the goal of unravelling the reasons for infertility in crossbred bulls, and found the differences in terms of proportion of sertoli cells in relation to spermatogenic cells [13], proteomic profile of spermatozoa [14], seminal plasma [15], and spermatogenic and sertoli cells [16]. A majority of these studies indicate altered sperm quality and functions, as the major factor contributing to high incidence of infertility in crossbred bulls. Several studies indicate the relationship of sperm transcripts with sperm function and fertility [17–20]. The development of spermatogonia into mature spermatozoa requires a lengthy duration and a series of complex physiological changes at testicular level. Spermatozoa carry thousands of different types of RNA from the testis [21–24]. Spermatozoal transcripts are having their putative purpose in spermatogenesis [25], sperm function [26], fertilization [27] and embryo development [28]. Number of mRNA found in the spermatozoa are only 50% of the mRNA found in the testis of men [29] and stallion [30]. The testis specific transcripts such as CatSper (Cation channels of sperm) has been reported to be involved in calcium influx into the sperm tail resulting in hyperactivated motility and capacitation [31]. Further, few earlier studies assessed the dynamics of transcripts in sperm having different motilities [32], after meiosis [33], after capacitation [34] and after cryopreservation [35] and indicated their role in sperm functions. It has been reported that compatibility between two gametes is essential for the consolidation process (transfer of RNA based information to a chromatized state), which will be impaired when crossing is carried out between species or between breeds [36]. Moreover, it causes dissimilarities between pseudoautosomal regions (a short identical sequence exists between X and Y chromosomes) of sex chromosomes, which results in impaired sex chromosome pairing and segregation during meiosis [37–39]. In this line, breed variations in testicular transcriptome and associated sexual function development has been reported [40, 41]. While a plethora of reports are available about spermatozoal transcripts, information on transcriptomic profile of testis, an important reproductive and endocrine organ critical for spermatogenesis and sperm quality, is very limited. Therefore, we envisaged that studying the testicular transcripts between Zebu and crossbred cattle would help us to understand aetiology of infertility in the later breed.

In the present study, we performed transcriptomic profiling of testicular tissue collected from crossbred and indigenous bulls using Agilent *Bos taurus* GXP 8X60k AMADID: 29411 Chip. Our objective was to identify the molecular signatures and their pathways associated with the higher incidence of subfertility in crossbred bulls as compared to Zebu breed.

## Results

### Detection of global mRNA in bovine testis using microarray

Microarray experiment was performed to identify the differences in transcripts between crossbred and Zebu bull testis using bovine microarray chip (AMADID: 29411) which encompassed 51,282 probes for 32,429 genes. 

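RNA from the testes of 3 crossbred bulls and 3 Zebu bulls, all 24 months old, was pooled by group, and each pool was labelled with Cy3 and hybridized to 1 array. The 2 arrays were on the same slide and were scanned together. With 1 array per group, no difference reported from them has a replicate check and no p-value is given, and the number of arrays limits the precision. Each array had 62976 spots in 384 rows and 164 columns, of which 61657 were not controls. These held 51282 probes of 60 bases for 32429 gene names. Of the probes, 41007 had 1 spot, 10225 had 2 and 50 had 4. The authors deposited the processed signal of the scanner software for each spot, an intensity from which the background had been subtracted and which had not been normalized between arrays. From this signal, log2 values were taken, the spots of a probe were averaged and the 75th percentile of the array was subtracted, and every difference is crossbred minus Zebu on the log2 scale. The scanner software marked 72.0% of the non-control spots as well above background on the crossbred array and 74.3% on the Zebu array. No spot was saturated, and 13 spots that the software marked as outliers on either array were left out. Where a probe was not well above background on 1 of the arrays, its difference is given as a bound, the brighter value over the dim array's own value or the lowest value among its probes well above background, whichever was higher. That lowest value was -5.78 on the crossbred array and -5.94 on the Zebu array. The SD between spots of the same probe was 0.29 on the crossbred array and 0.18 on the Zebu array, over 5960 probes with several spots, which gives 0.34 for a difference. This SD covers spotting and scanning, not labelling, pooling or animals. A bound smaller than this SD on the log2 scale does not settle a direction. The spots of 105 probes lay more than 3 apart on the crossbred array, against 4 probes on the Zebu array. A gene named in the paper was read from the probe that Additional file 9 lists for it, and otherwise from the brightest probe of its name. Positions of probes are those of the array annotation on HGSC Btau_3.1.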

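A transcript was taken as 1 gene name of the array, read from its probe with the highest signal on either array. It was taken as detected where that probe was well above background on at least 1 array. By this rule 24764 transcripts were detected, of which 22812 were well above background on both arrays, 705 on the crossbred array only and 1247 on the Zebu array only. The count depended most on the unit that was counted. Without merging the probes of a gene, 39804 probes were detected, and among the 15609 gene names that are a symbol or synonym in the ARS-UCD2.0 gene table, 14024 were detected. Across the 22812 transcripts well above background on both arrays, the signals of the arrays had a Pearson correlation of 0.953, which is across genes, not replicates. The difference between the arrays was under 0.5 in size for 51.7% of them.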

A total of 14,419 transcripts were detected in the current study after removal of duplicate transcripts and transcripts with compromised signals. 

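The transcripts named here from Additional file 1 were well above background on both arrays, and levels of different probes are not set against each other here. COX3 had a normalized log2 signal of 7.46 on the crossbred array and 7.34 on the Zebu array, COX2 had 7.23 and 7.35, and TMSB4X had 7.18 and 7.27. TUBB2C, which the array lists as TUBB4B, had 7.56 and 7.05, and PRM1 had 7.43 and 7.07. FTH1 differed between the arrays by -0.26 and ODF2 by 1.22. RPLP2 differed by -0.03 and RPS10 by 0.14, each less than the SD of a difference between replicate spots.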

The 10 highly expressed transcripts in bovine testes are given in Additional file 1. 

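All 17 pregnancy and placenta related transcripts were well above background on at least 1 array, and 15 of them on both. Among the pregnancy associated glycoproteins (PAG), PAG7, whose probe lies on chromosome 29 from 39527510 to 39527571, had a normalized log2 signal of 1.90 in crossbred testis and 0.00 in Zebu testis, a difference of 1.90, and its 2 other probes differed by 1.60 and 1.85. PAG5 differed by 1.83, PAG12 by 2.16, PAG4 by 1.63 and PAG16 by 1.56, and MGC157405, LOC784242, MGC157408 and TEPP by 1.75, 1.81, 1.68 and 1.89. PAG11 and PAG19 were not well above background on the Zebu array and were at least 7.86-fold and 2.01-fold higher in crossbred testis. The remaining members went both ways. PLAC1 was higher by 1.70, although its other probe differed by -0.26. PLAC8 was lower, with -3.24 and a median of -3.31 over 5 other probes, and PLAC9 and PGF differed by -1.19 and -0.72. CDH3 and 20ALPHA-HSD differed by -0.21 and 0.07. The median over the 17 transcripts was 1.68.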

Unexpectedly, pregnancy associated glycoproteins, placenta specific transcripts and placenta related transcripts (Table 1) were also detected in bovine testis.

**Table 1:** List of pregnancy associated and placenta related genes expressed in cattle testes

Gene symbol	Gene name	Genbank accession
PAG11	Pregnancy-associated glycoprotein 11	NM_176623
PAG12	Pregnancy-associated glycoprotein 12	NM_176622
PAG7	Pregnancy-associated glycoprotein 7	NM_176618
PAG5	Pregnancy-associated glycoprotein 5	NM_176616
PAG4	Pregnancy-associated glycoprotein 4	NM_176615
PAG16	Pregnancy-associated glycoprotein 16	NM_176625
PAG19	Pregnancy-associated glycoprotein 19	NM_176628
MGC157405	Pregnancy-associated glycoprotein	NM_001083697
LOC784242	Pregnancy-associated glycoprotein 18-like	
MGC157408	Pregnancy-associated glycoprotein	NM_001105381
PLAC1	Placenta-specific 1	NM_001077057
PLAC9	Placenta-specific 9	NM_001038521
PLAC8	Placenta-specific 8	NM_001025325
TEPP	Testis, prostate and placenta expressed	BC110152
CDH3	Cadherin 3, type 1, P-cadherin (placental)	XM_614683
PGF	Placental growth factor	NM_173950
20ALPHA-HSD	Placental and ovary 20alpha hydroxysteroid dehydrogenase protein	NM_001167660

### Functional classification and pathway analysis of transcripts detected in bovine testis

Gene ontology analysis and pathway enrichment of bovine testicular transcripts (14419) was performed using Panther (Version 14.1) database. Gene ontology analysis revealed involvement of 13,983 genes in biological process, 9756 genes in cellular component and 10,338 genes in molecular function, while 665 genes were unannotated. Among the 13,983 genes involved in biological process, a majority of them were involved in cellular process (4430), metabolic process (3197) and biological regulation (2075). Also, some of the genes were involved in localization (1541), immune system process (238) and reproduction (161). Among the 9756 genes involved in cellular component, a majority of them were related to cell (4210), organelle (2947), protein containing complex (1148) and membrane (760). Among the 10,338 genes involved in molecular function, 3675, 3637 and 711 genes were involved in binding, catalytic and transporter activity, respectively. Pathway enrichment of testicular transcripts revealed 160 different pathways. Among these pathways, 216, 209 and 115 number of genes were detected to be involved in Gonadotropin-releasing hormone receptor pathway, WNT signalling pathway and EGF receptor signalling pathway, respectively.

### Differences in transcriptional abundance of genes between crossbred and zebu testis

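The differences were counted for 1 probe per gene name, where the brighter array was well above background. At a log2 difference of 1.5, which is a linear fold of 2.83, 1822 transcripts were higher and 766 were lower in crossbred testis. Of these, 1487 of the higher and 407 of the lower transcripts were well above background on both arrays, and 335 and 359 were not well above background on the dim array. These 335 and 359 were counted at the deposited signal of the dim array, not at their bound. With values below the lowest value well above background raised to it, 1687 and 532 transcripts passed, 200 and 125 of them with a dim side. Higher transcripts made up 70.4% of the 2588 counted. The choice that moved the counts most was the scale of the threshold, since a linear fold of 1.5 gave 5376 higher and 5573 lower transcripts. After normexp background correction, 1059 transcripts were higher and 183 lower. Other probes of the same gene, detected for 530 of the higher and 200 of the lower transcripts, passed the threshold in the same direction in 39.3% and 32.4% of cases, against 6.14% and 2.99% of all detected probes.

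**Figure D1:**
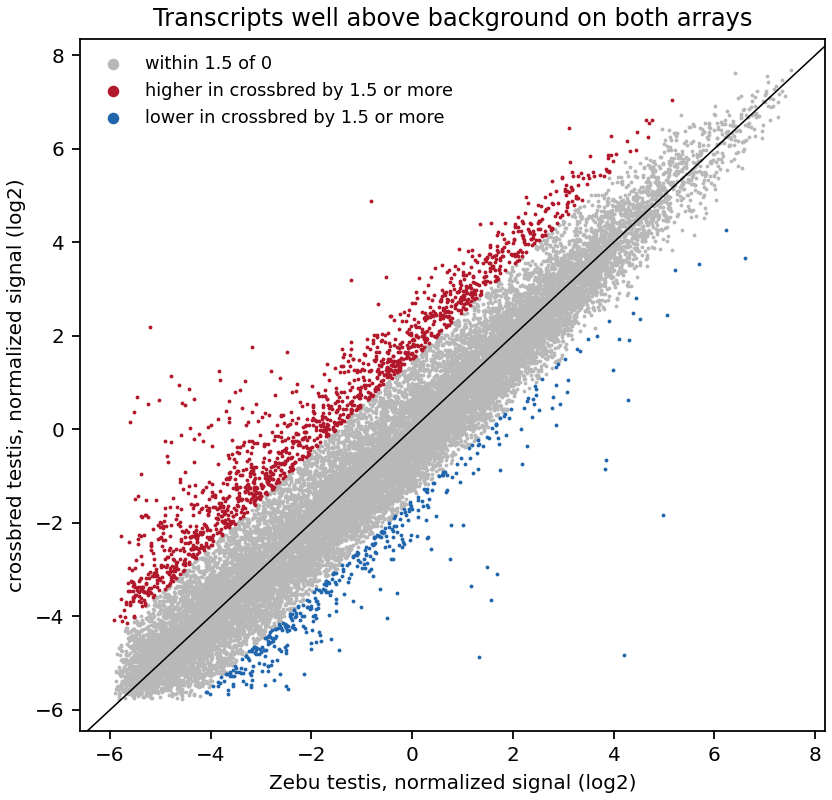
Normalized log2 signal of each transcript on the crossbred array (vertical axis) against the Zebu array (horizontal axis), for the 22812 transcripts well above background on both. Each point is 1 transcript, the line marks equal signal, and 1487 points lie at 1.5 or more above it and 407 at 1.5 or more below it.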

Among 14,419 detected transcripts, 1466 were differentially expressed between crossbred and Zebu bulls, in which 1038 transcripts were upregulated (≥1.5 fold change) and 428 transcripts were downregulated (≤ − 1.5 fold change) in crossbred testis as compared to Zebu testis. 

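The 10 upregulated transcripts of Table 2 are XKRX, ARR3, C7H5orf46, OR52K1, LOC100140710, OR12D2, LOC783978, LOC788626, IL12RB2 and MAP6, and none of them was well above background on the Zebu array. Their size is therefore a bound, which was largest for XKRX, at least 164-fold higher on the crossbred array, followed by IL12RB2. It was at least 82.3-fold for C7H5orf46, 62.9-fold for OR12D2, 59.4-fold for OR52K1, 54.6-fold for LOC100140710, 48.5-fold for LOC783978, 34.3-fold for LOC788626 and 25.0-fold for MAP6. ARR3 has 2 spots that lay 8.99 apart on the crossbred array, and it is given no fold because its probe was not well above background in both spots on either array. The spots of XKRX, C7H5orf46, LOC100140710, LOC783978 and IL12RB2 lie in places where the 18 nearest spots rose by a median of more than 1 on the crossbred array. For 9 of the 10, at least 2 of the 6 adjacent spots on the crossbred array also rose by 1.5 or more. No other probe of these genes was well above background. The 10 downregulated transcripts are C10H5orf13, PI4KB, CTDSP2, RDH11, RNF128, CCDC12, DAPL1, DPY19L2, FASTKD1 and TTYH1. CTDSP2 and TTYH1 were well above background on both arrays and differed by -9.04 and -6.81. The other 8 were not well above background on the crossbred array and were at least 38.3-fold (FASTKD1) to 232-fold (C10H5orf13) lower on that array. Each of the 10 has a single spot, and these spots lie together in rows 67 to 84 and columns 38 to 42, within a group of 310 spots around which the crossbred array was darker than the Zebu array by a median of more than 1. Other probes of 5 of these genes, 9 in all and spotted elsewhere, had a median difference of -0.19, and 1 of them, of C10H5orf13, passed the threshold with -1.54.

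**Figure D2:**
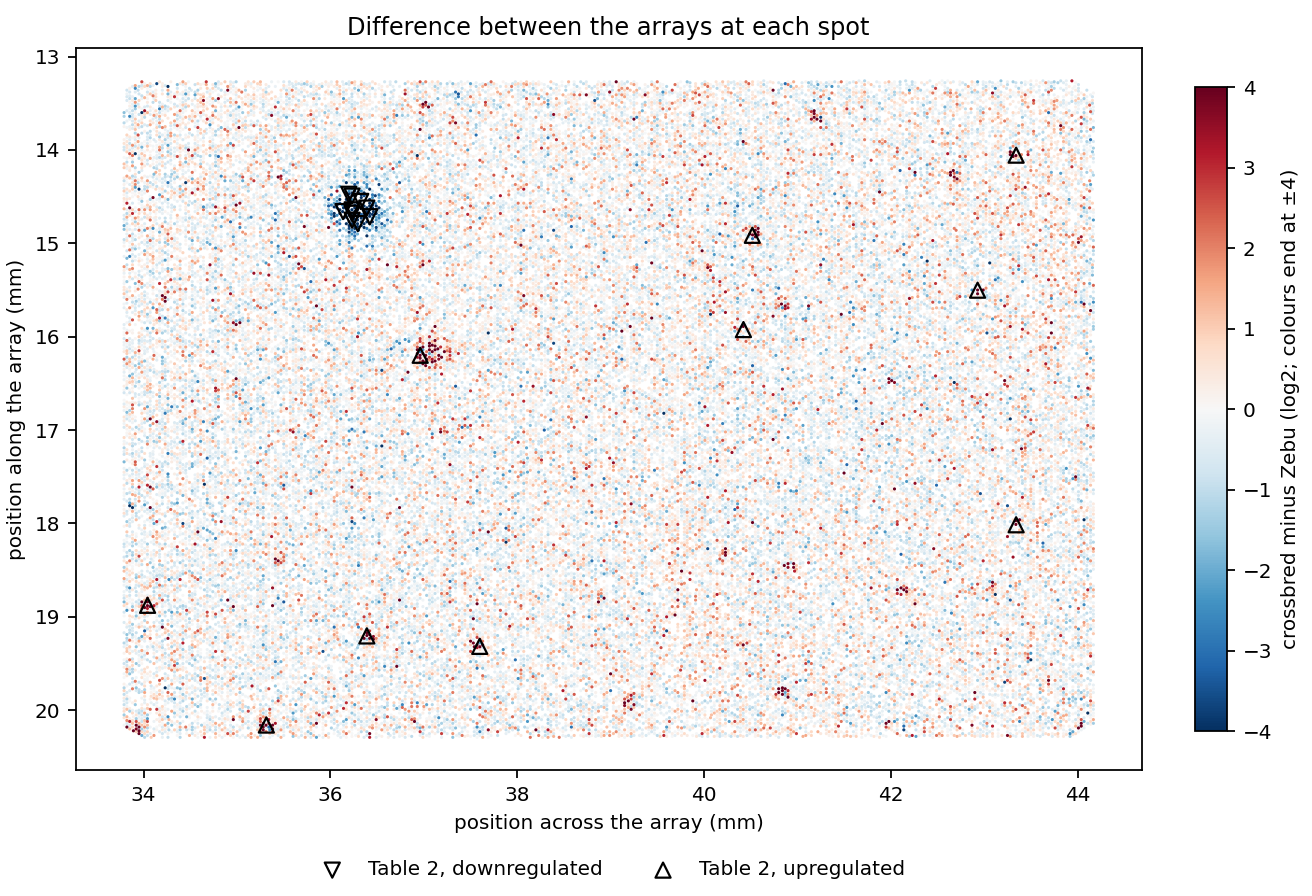
Difference between the arrays (crossbred minus Zebu, log2) at each spot that was well above background on at least 1 array, drawn at its position on the array in mm, with blue for lower and red for higher signal on the crossbred array. Triangles mark the spots of Table 2, and those pointing down, the 10 downregulated transcripts, lie together in 1 dark blue place.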

Among the differentially expressed transcripts, 10 highly upregulated and downregulated transcripts are shown in Table 2.

**Table 2:** Top 10 upregulated and downregulated transcripts in crossbred as compared to indigenous bull testes

Gene symbol	Gene name	Fold change
**Upregulated**		
XKRX	XK, Kell blood group complex subunit-related, X-linked	**9.68**
ARR3	Arrestin 3, retinal (X-arrestin)	**8.84**
C7H5orf46	Hypothetical protein LOC614113	**8.31**
OR52K1	Olfactory receptor, family 52, subfamily K, member 1	**8.02**
LOC100140710	Similar to fel d I chain 1 precursor with leader B	**8.02**
OR12D2	Olfactory receptor, family 12, subfamily D, member 2	**7.81**
LOC783978	Family with sequence similarity 126, member A	**7.45**
LOC788626	Similar to hCG1811267	**7.14**
IL12RB2	Interleukin 12 receptor, beta 2	**6.84**
MAP 6	Microtubule-associated protein 6	**6.76**
**Downregulated**		
C10H5orf13	Neuronal protein 3.1	**−10.05**
PI4KB	Phosphatidylinositol 4-kinase, catalytic, beta	**−9.20**
CTDSP2	CTD (carboxy-terminal domain, RNA polymerase II, polypeptide A) small phosphatase 2	**−9.04**
RDH11	Retinol dehydrogenase 11 (all-trans/9-cis/11-cis)	**−8.54**
RNF128	Ring finger protein 128	**−7.86**
CCDC12	Coiled-coil domain containing 12	**−7.71**
DAPL1	Death associated protein-like 1	**−7.58**
DPY19L2	Dpy-19-like 2 (*C. elegans*)	**−7.58**
FASTKD1	FAST kinase domains 1	**−7.45**
TTYH1	Tweety homolog 1 (Drosophila)	**−6.81**

### Functional classification of upregulated transcripts in the crossbred bulls

Ontology analysis of upregulated genes revealed their involvement in 38 biological process, 12 cellular components and 22 molecular functions. Among this, top 10 biological processes, cellular components and molecular functions are shown in Fig. 1. Among the cellular components observed, “acrosomal vesicle” was found to be specific to spermatozoa, in which 12 genes (*SPACA4*: Sperm acrosome associated4; *LOC777593, TSKS*: Testis-specific Serine Kinase Substrate; *IQCF1*: IQ motif containing F1; *CATSPER3*: Cation channel, sperm associated 3; *TXNDC8*: Thioredoxin domain containing 8; *ZP4*: Zona pellucida glycoprotein 4; *SPINK1*: Serine peptidase inhibitor, Kazal type 1; *ACRV1*: Acrosomal vesicle protein 1; *TSSK1B*: Testis-specific serine kinase 1B; *TBC1D21*: TBC1 domain family and *CAPZB*: Capping protein (actin filament) muscle Z-line, beta) were detected. Among these 12 genes, *SPINK1* (Serine peptidase inhibitor, Kazal type 1) was highly upregulated. 

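All 12 genes assigned to the acrosomal vesicle were higher in crossbred testis by 1.5 or more, with a median of 1.66. The study chose this list, like the other lists of its ontology and pathway analyses, from the transcripts that differed on these arrays, so the direction of its members is not independent evidence. SPINK1 had a normalized log2 signal of -2.65 on the crossbred array and -5.60 on the Zebu array, a difference of 2.95, and its other probe differed by 3.45. Of the 11 genes well above background on both arrays it had the largest difference, followed by TBC1D21 with 2.50, CATSPER3 with 2.16 and TXNDC8 with 2.09. ZP4 was not well above background on the Zebu array and was at least 3.63-fold higher. The smallest values were those of LOC777593 with 1.52 and TSKS with 1.54. The 5 other probes of genes on the list all differed in the same direction, and 4 of them passed 1.5.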

Genes with molecular function such as calcium ion binding (38 genes), ubiquitin protein ligase activity (11 genes) and ubiquitin conjugating enzyme binding (4 genes) were upregulated in crossbred bulls. A total of 15 ubiquitination related genes have been upregulated. 

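Of the 12 genes that Additional file 10 lists under ubiquitin protein ligase activity, all were higher by 1.5 or more, with a median of 1.96. The list holds more genes than the paper counts under this heading. By the names given there, it includes phospholipases C, guanine nucleotide binding proteins and a solute carrier. Its median is therefore not that of a set of ubiquitin ligases. IRS1 differed most, by 4.43, but 3 of the 6 spots adjacent to its spot rose as well on the crossbred array and its other probe, not well above background on the Zebu array, gives no fold. SLC35B2 followed with 2.92. Other probes of 4 genes on this list, 7 in all, had a median of 0.73. The 4 genes listed under ubiquitin conjugating enzyme binding were RNF144A with 1.94, RNF138 with 1.93, DCUN1D3 with 1.79 and DCUN1D1 with 1.52. RNF138 had a second probe, which differed by 1.96. CBLC, which is also listed under proteolysis, differed by 2.00.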

Genes involved in spermatogenesis and sperm function related biological process such as spermatogenesis, spermatid development, sperm motility, egg activation and positive regulation of acrosome reaction were also upregulated in crossbred testis. 

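Of the 22 genes that Additional file 10 lists under spermatogenesis, all were well above background on both arrays and higher in crossbred testis by 1.5 or more. Their median was 1.98. The largest value was 4.20 for ATRX, on chromosome X, where the probe used by the study stands apart from 6 other probes of the gene, which were all lower in crossbred testis. With all probes of ATRX averaged, a dim side at its bound, the gene differed by -0.064. The next values were those of CCNYL1 with 3.09, SPEM1 with 2.92, TSSK3 with 2.67 and CABS1 with 2.42. The list of spermatid development had a median of 1.74 over 9 genes and that of sperm motility a median of 1.86 over 7 genes. PLCZ1 and WBP2NL, listed under egg activation, differed by 1.90 and 2.22, and IQCF1 and PLCB1, listed under positive regulation of acrosome reaction, by 1.61 and 2.20. Beside the spot of ATRX, 2 of the 6 adjacent spots also rose past the threshold. Of 14 other probes of 7 genes on the spermatogenesis list, 8 differed in the same direction and 7 passed 1.5.

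**Figure D3:**
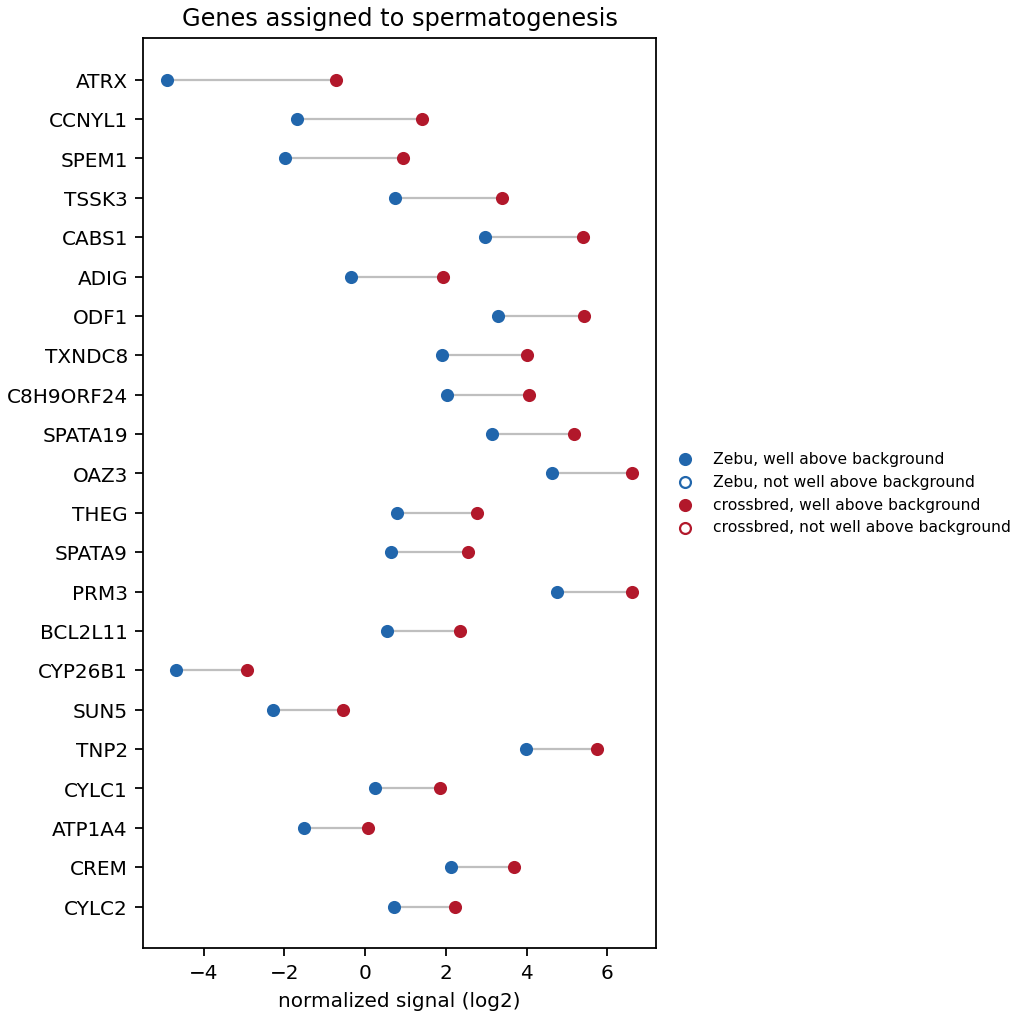
Normalized log2 signal of the 22 genes listed under spermatogenesis on the crossbred array (red) and the Zebu array (blue), 1 array per group, sorted by their difference. All are filled points, well above background, and the red point lies to the right of the blue point for each gene.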

Upregulated spermatogenesis and sperm function related genes are shown in Fig. 2 (complete genes names are given in Additional file 10) and interaction between these genes are shown in Additional file 2. 

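The 22 genes listed under proteolysis had a median difference of 1.98, with 19 of them well above background on both arrays and 21 at 1.5 or more. Among the serine proteases, PRSS1 differed by 2.91, PRSS58 by 2.78 and PRSS37 by 2.41. Their probes lie on chromosome 4. Of the elastases, CELA2A differed by 2.34, and CELA3B, not well above background on the Zebu array, was at least 3.87-fold higher. MMP13 and MMP2 differed by 2.06 and 1.73, but the 3 other probes of MMP2 had a median of 0.08. HGF differed by 2.57 and ANPEP by 1.99, and a second probe of each differed by 1.69 and 2.00. RELN differed by 2.23, while its 5 other probes had a median of -0.59. Of the 20 other probes of genes on the list, 16 differed in the same direction and 10 passed 1.5, with dim sides at their bound. Pregnancy-associated glycoproteins are on the list as well: PAG4, PAG7, PAG11, PAG12, PAG16, PAG19, MGC157405 and MGC157408. Other probes of PAG7, PAG11, PAG12, PAG16 and MGC157408 are among the 20, so neither the genes nor these probes are all unrelated. After normexp background correction the median of the list was 1.48.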

Among upregulated biological process, proteolysis is the highly significant (*P* = 1.60E-05) biological process and it was observed that, 22 genes involved in proteolysis were upregulated in crossbred testis (Fig. 2), which includes serine proteases, chymotrypsin like elastases and matrix metallopeptidases.

**Fig. 1:**
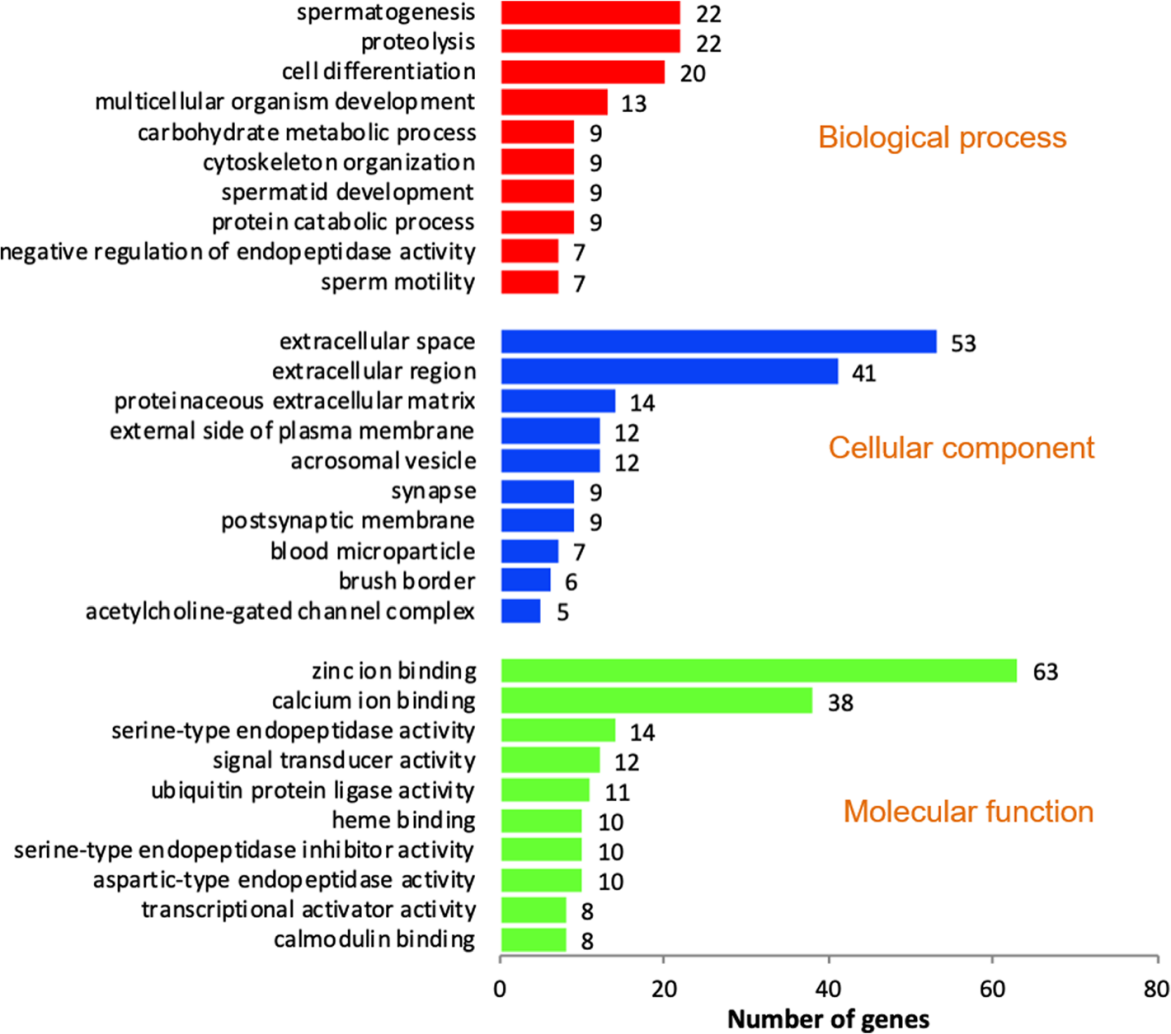
Functional classification of upregulated transcripts in crossbred testes based on the gene ontology terms

**Fig. 2:**
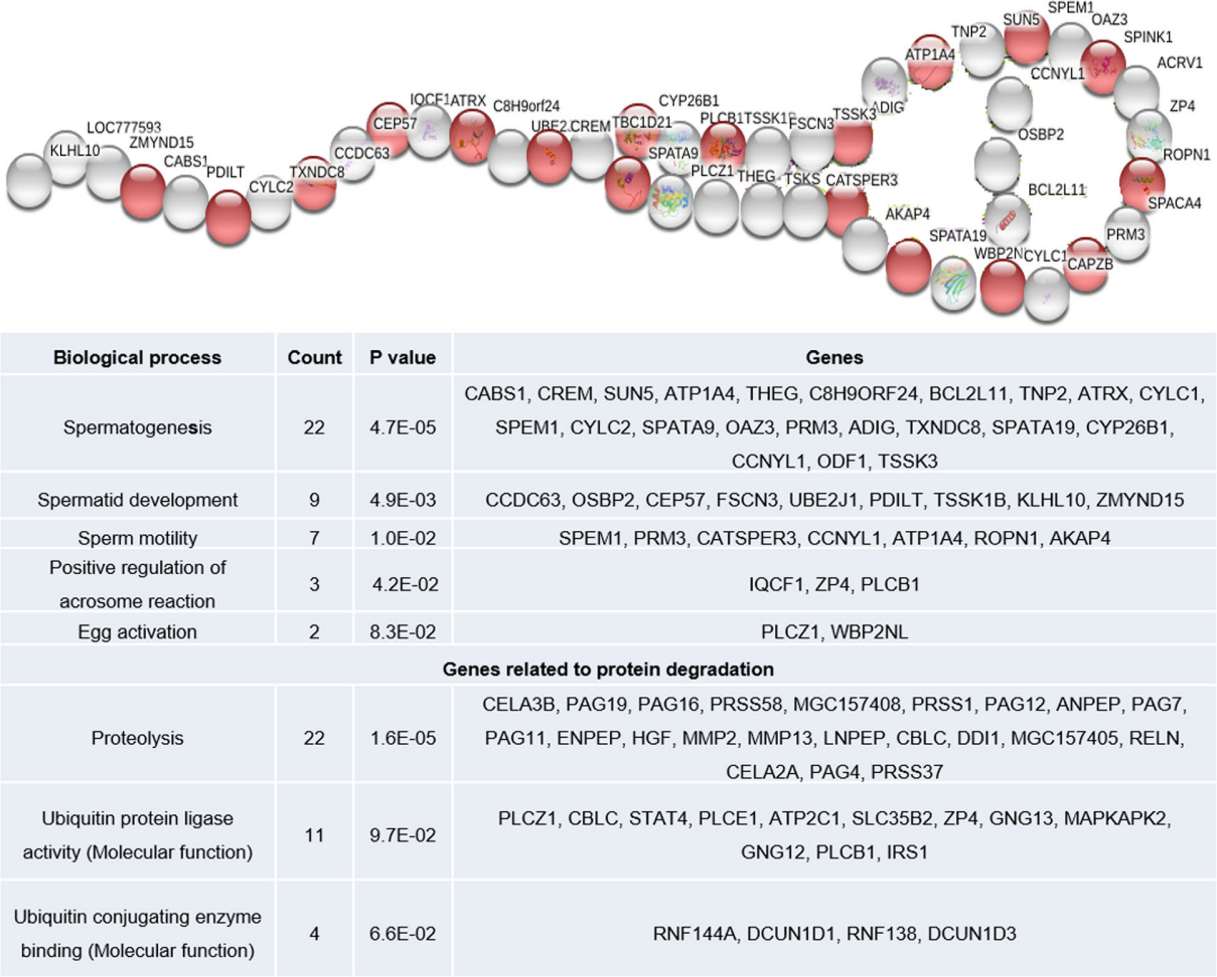
Spermatogenesis (red) and sperm function (white) related up regulated genes in crossbred testis

### Functional classification of downregulated transcripts in the crossbred bulls

Ontology analysis revealed the involvement of downregulated genes in 58 biological processes, 10 cellular components and 13 molecular functions. Among this, top 10 in each process are shown in Fig. 3. We observed that, downregulated genes were involved in biological process such as cell proliferation, stem cell differentiation, stem cell population maintenance, establishment of protein localization to plasma membrane, male gonad development, fertilization, cAMP metabolic process, WNT signalling and steroidogenesis (Additional file 3). 

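The lists of Additional file 4 are short, and several members were not well above background on the crossbred array. Protein localization to plasma membrane held NKD2 with -1.64, IFNG with -1.51, ARHGEF16 with -1.57 and RHOG with -2.79. In male gonad development, TFAP2C differed by -2.18 and SFRP1 by -1.97, while HOXA10 and HOXA9 were at least 1.16-fold and 1.32-fold lower. The same HOXA10 and HOXA9 probes are listed under fertilization, with HOXD10 at -1.99 and TRPC2 at least 1.37-fold lower. The second probe of HOXA9 was at least 16.3-fold lower and that of HOXD10 at least 1.52-fold. Of the genes listed under cAMP metabolic process, CXCL9 differed by -1.85 and CXCL11 was at least 1.43-fold lower, with -2.21 in its other probe.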

Genes involved in molecular function such as heparin binding and WNT activated receptor activity were also downregulated. 

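Of the 6 genes listed under heparin binding, RSPO3 differed by -2.13, COL13A1 by -1.74 and FMOD by -1.56. The spot of COL13A1 lies in the dark place of the crossbred array that holds the downregulated transcripts of Table 2, and without it the median of the list was -1.57. FGF1 was at least 1.83-fold lower by the probe the study used, but its 2 other probes were higher, by 1.44 and 1.93. Among the receptors of WNT signalling, RYK was at least 1.79-fold lower. FZD4 was not well above background on the crossbred array and gives no fold, since its signal on the Zebu array lay below the lowest value among the crossbred probes well above background. The second probe of FZD4 differed by -1.62 and the 3 other probes of RYK had a median of -0.99.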

List of downregulated genes in crossbred males related to spermatogenesis and sperm function are shown in Additional file 4. Totally 21 genes (*CYP17A1*: Cytochrome P450 Family 17 Subfamily A Member 1; *DAB2*: Disabled homolog 2; *DHH*: Desert hedgehog; *FGF1*: Fibroblast Growth Factor 1; *GSTA3*: Glutathione S-transferase alpha 3; *HSD17B7*: 17 Beta-Hydroxysteroid Dehydrogenase; *HSD3B1*: 3-beta-hydroxysteroid dehydrogenase; *IFNG*: Interferon gamma; *LALBA*: Lactalbumin Alpha; *LMO3*: LIM Domain Only; *MED12*: Mediator Complex Subunit 1; *NR1H4*: Nuclear Receptor Subfamily 1 Group H Member 4; *NR1I2*: Nuclear Receptor Subfamily 1 Group I Member 2; *NR2F1*: Nuclear Receptor Subfamily 2 Group F Member 1; *PAK1*: Serine/threonine-protein kinase; *SFRP1*: Secreted Frizzled Related Protein 1; *TCF21*: Transcription factor 21; *ADCY9*: Adenylate Cyclase 9 and *CSN1S2*: Casein alpha-S2; *LOC508455* and *LOC785762*) involved in steroidogenesis (Based on Cluego app v 2.5.8 results) were downregulated in crossbred bulls. 

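Of these 21 genes, 14 were well above background on both arrays and lower by 1.5 or more, 6 were well above background on the Zebu array only, and the listed probe of DAB2 was not well above background on either. Of the 5 other probes of DAB2, 4 were well above background on both arrays and differed by -1.72 to -0.77, and the last was at least 1.68-fold lower. The list median, with the dim side at its bound and DAB2 at 0, was -1.57. With the mean of all probes of each gene and dim sides at their bound, an alternative chosen after the values were seen, it was -1.05. CYP17A1 had a normalized log2 signal of -3.59 on the crossbred array and -2.07 on the Zebu array, a difference of -1.51, and its second probe differed by -1.68. HSD3B1, on chromosome 3 from 25720152 to 25720211, differed by -1.77, its 2 spots lay 0.01 apart on the crossbred array, and 1 of its 2 other probes differed by -1.79, while the last was at least 2.06-fold lower. HSD17B7 differed by -2.41, but its spot lies in the dark place of the crossbred array and its other probe, elsewhere, differed by -1.37. GSTA3 differed most, by -5.13, and 1 more probe by -4.71, while 2 further probes of the gene differed by -0.18 and 0.42. NR2F1 differed by -1.82, while its second probe, not well above background on the Zebu array, was at least 2.66-fold higher. NR1H4 was at least 2.42-fold lower, ADCY9 at least 2.26-fold, CSN1S2 at least 1.78-fold and LOC785762 at least 1.39-fold. NR1I2, in the dark place as well, was at least 1.24-fold lower. PAK1, LOC508455 and LALBA differed by -1.98, -1.85 and -1.76. Of 29 other probes of 17 genes on the list, 25 differed in the same direction and 4 passed -1.5, with dim sides at their bound.

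**Figure D4:**
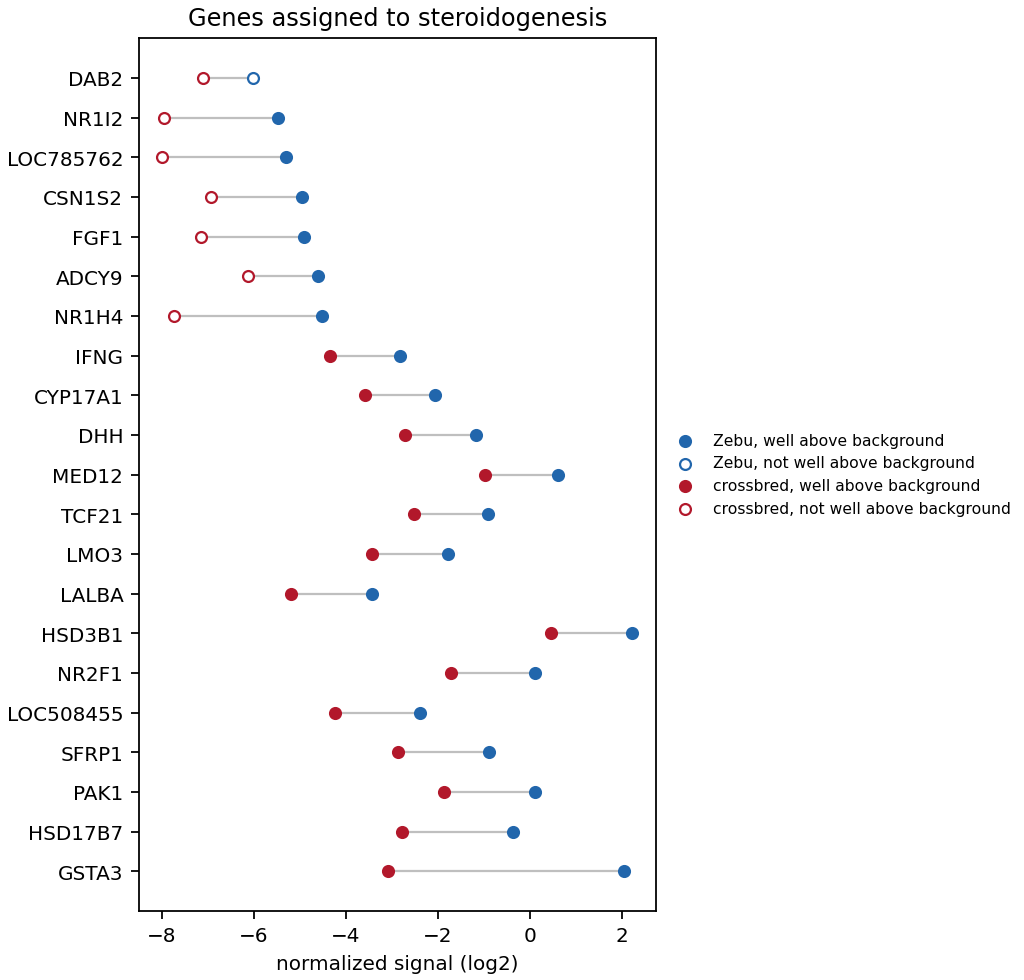
Normalized log2 signal of the 21 genes assigned to steroidogenesis on the crossbred array (red) and the Zebu array (blue), 1 array per group, sorted by their difference, with open points where a probe was not well above background. The 6 genes with an open red and a filled blue point, and DAB2 with both points open, have no measured difference in the probe drawn.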

Interaction among these genes are shown in Fig. 4. 

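Of the 15 genes that the study lists as lower in WNT signalling, 8 were well above background on both arrays and 6 on the Zebu array only, and the listed probe of DAB2 was not well above background on either, while 5 other probes of DAB2 were lower. The median was -1.57, and -0.93 after normexp background correction. The largest measured difference was that of RSPO3, followed by SFRP1, HHEX with -1.92 and NOTCH1 with -1.77. TMEM198 and MED12 differed by -1.54 and -1.57. GSC was at least 3.09-fold lower. For ROR2, EDA, SOSTDC1 and ZEB2 the bound was at least 1.32-fold, 1.20-fold, 1.11-fold and 1.21-fold, and the spot of ZEB2 lies in the dark place of the crossbred array. ATP6V0C differed by -1.59 with a spot in a bright place of the crossbred array, while its 3 other probes had a median of -0.09. Of 16 other probes of 7 genes on the list, 15 differed in the same direction with dim sides at their bound, and 2 of them passed -1.5.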

In spite of the up regulation of few genes involved in WNT signalling (WNT2, WNT3, WIF1), majority of genes were downregulated (*ATP6V0C*: ATPase H+ Transporting V0 Subunit C; *DAB2*: Disabled homolog 2; *EDA*: Ectodysplasin A; *FZD4*: Frizzled Class Receptor 4; *GSC*: Goosecoid; *HHEX*: Hematopoietically-expressed homeobox; *MED12*: Mediator Complex Subunit 12; *NKD2*: Naked cuticle 2; *NOTCH1*: Notch homolog 1; *ROR2*: Receptor Tyrosine Kinase Like Orphan Receptor 2; *RSPO3*: R-Spondin 3; *SFRP1*: Secreted Frizzled Related Protein 1; *SOSTDC1*: Sclerostin domain containing 1; *TMEM198*: Transmembrane protein 198 and *ZEB2*: Zinc finger E-box-binding homeobox 2). 

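WIF1 had a normalized log2 signal of -3.21 on the crossbred array and -5.06 on the Zebu array, a difference of 1.85. Its 2 spots lay 0.10 apart on the crossbred array, and its second probe differed by 1.32. WNT2 and WNT3 differed by 1.81 and 1.78, which is less than the replicate spot SD from the value of WIF1. Near 1 of the spots of WIF1, 2 of the 6 adjacent spots also rose past 1.5.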

Among the three upregulated genes involved in WNT signalling, WNT inhibitory factor 1 (*WIF1*) was highly upregulated (Additional file 5).

**Fig. 3:**
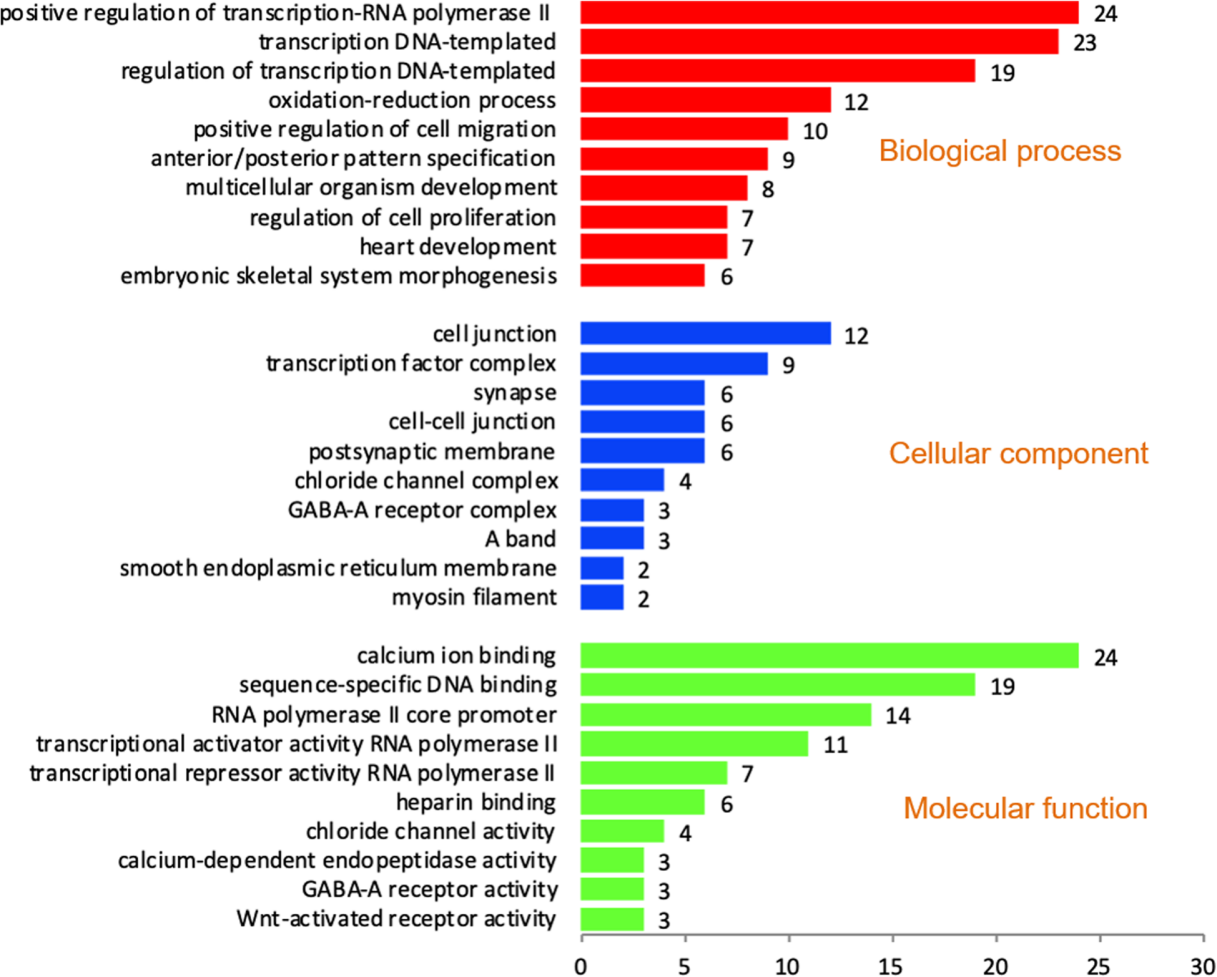
Functional classification of downregulated transcripts in the crossbred bulls based on the gene ontology terms

**Fig. 4:**
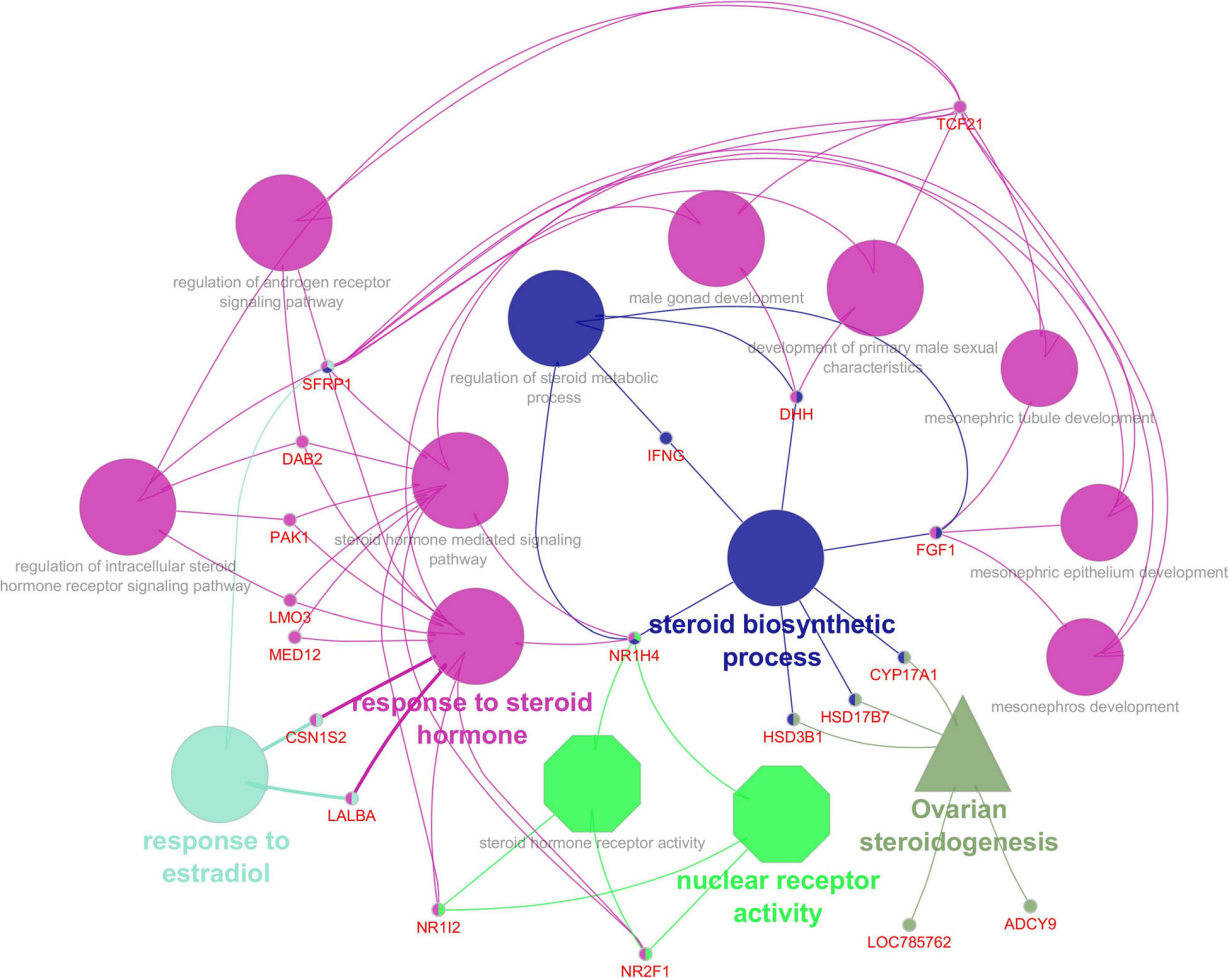
Downregulated steroidogenesis related genes in crossbred testis and their biological process (Elliptical), molecular functions (octagonal) and pathway (triangle)

### Pathway analysis of differentially expressed transcripts in crossbred bull testis

Pathway analysis by DAVID bioinformatics tool (V 6.8, Laboratory of Human Retrovirology and Immunoinformatics) revealed the involvement of genes in 16 different upregulated pathways (Top 10 pathways are shown in Additional file 6). Among these upregulated pathways, PI3K-Akt signalling pathway (bta04151) and Jak-STAT signalling pathway (bta04630) are related to spermatogenesis and sperm functions. 

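In the PI3K-Akt signalling list, 20 of the 21 genes were higher by 1.5 or more, with a median of 2.07. After normexp background correction it was 1.55. LOC524810 had the largest value, 5.78, in 2 spots that lay 0.08 apart on the crossbred array, next to other spots that rose. VTN, RPTOR, SOCS7 and FASLG, which the list or that of Jak-STAT signalling holds, differed by 3.07, 2.81, 2.70 and 2.53. PIK3CD, in both lists, differed by 1.63, but its spot lies in a bright place of the crossbred array and its 3 other probes had a median of -0.35. IFNB3, also in both, differed by 3.21 with 4 of its 6 adjacent spots past 1.5. PRL differed by 1.70 and its 5 other probes were all higher. YWHAZ differed by 1.89 and its other probe by -1.07. Of 27 other probes of 13 genes on the PI3K-Akt list, 19 differed in the same direction and 8 passed 1.5, with dim sides at their bound. The Jak-STAT signalling list of 13 genes had a median of 1.70, and 1.31 after normexp background correction. The 14 other probes of 6 of its genes had a median of 0.25, with 8 in the same direction and 5 past 1.5, dim sides being at their bound. PIAS2 differed by 1.64, but its 3 other probes were lower, from -0.58 to -0.30. The listed probe of LEP was not well above background on either array and is given no fold, and its 1 other probe, well above background on the Zebu array only, was at least 1.03-fold lower. That bound is too small to settle a direction. IL5 and IL20RB, not well above background on the Zebu array, were at least 1.16-fold and 1.40-fold higher.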

A total of 21 genes are involved in PI3K-Akt signalling pathway and 13 genes are involved in Jak-STAT signalling pathway (Additional file 7). 

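Of the genes listed under retrograde endocannabinoid signalling and GABAergic synapse, MAPK13 and GNB3 were well above background on both arrays and differed by -2.02 and -1.73. GABRA2 was not well above background on the crossbred array and was at least 1.03-fold lower. ADCY9, in both lists, has a second probe that differed by -0.11. The 4 genes listed under ovarian steroidogenesis had a median of -1.64.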

Among the 10 downregulated pathways, 5 genes are involved in each retrograde endocannabinoid signalling (bta04723), GABAergic synapse (bta04727) and other four genes are involved in ovarian steroidogenesis (bta04913).

### Real time expression analysis of select genes

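MSMB had a normalized log2 signal of 1.76 on the crossbred array and -3.18 on the Zebu array, a difference of 4.94, and its 2 spots lay 0.03 apart on the crossbred array. CCNYL1, which the array lists by an Ensembl transcript, had 1.40 and -1.69. SPEM1, on chromosome 19, had 0.94 and -1.98. CRISP2 differed by 1.41 and its other probe by 1.80. SOX2 differed by -1.23, and its 2 other probes were higher, by 0.05 and by at least 1.65-fold. PI4KB and DPY19L2 were not well above background on the crossbred array, and their spots lie in its dark place.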

Ten genes (*MSMB*: Microseminoprotein Beta; *CCNYL-1*: Cyclin Y like 1; *PI4KB*: Phosphatidylinositol 4-kinase beta; *DPY19L2*: DPY19 like 2; *SPATA7*: Spermatogenesis associated 7; *CRISP2*: Cysteine-rich secretory protein 2; *TNP1*: Transition protein 1; *TNP2*: Transition protein 2; *SPEM1*: Spermatid maturation 1 and *SOX2*: SRY-box 2) were selected for qPCR expression analysis based on fold change in microarray and their role in spermatogenesis and sperm functions (Additional file 8). Results of qPCR expression analysis are shown in Fig. 5. Among the 10 genes validated using qPCR, expression of *CCNYL*, *MSMB, SOX2, SPATA7, TNP1, TNP2* and *CRISP2* followed the same trend as observed in microarray analysis. Among the 7 genes following same trend, *SPATA7* was significantly downregulated, whereas *TNP1* and *TNP2* were significantly upregulated in crossbred males. On the other hand, expression of *DPY19L2*, *PI4KB* and *SPEM1* followed the opposite trend as compared to microarray, in which the latter is significantly upregulated in crossbred males.

**Fig. 5:**
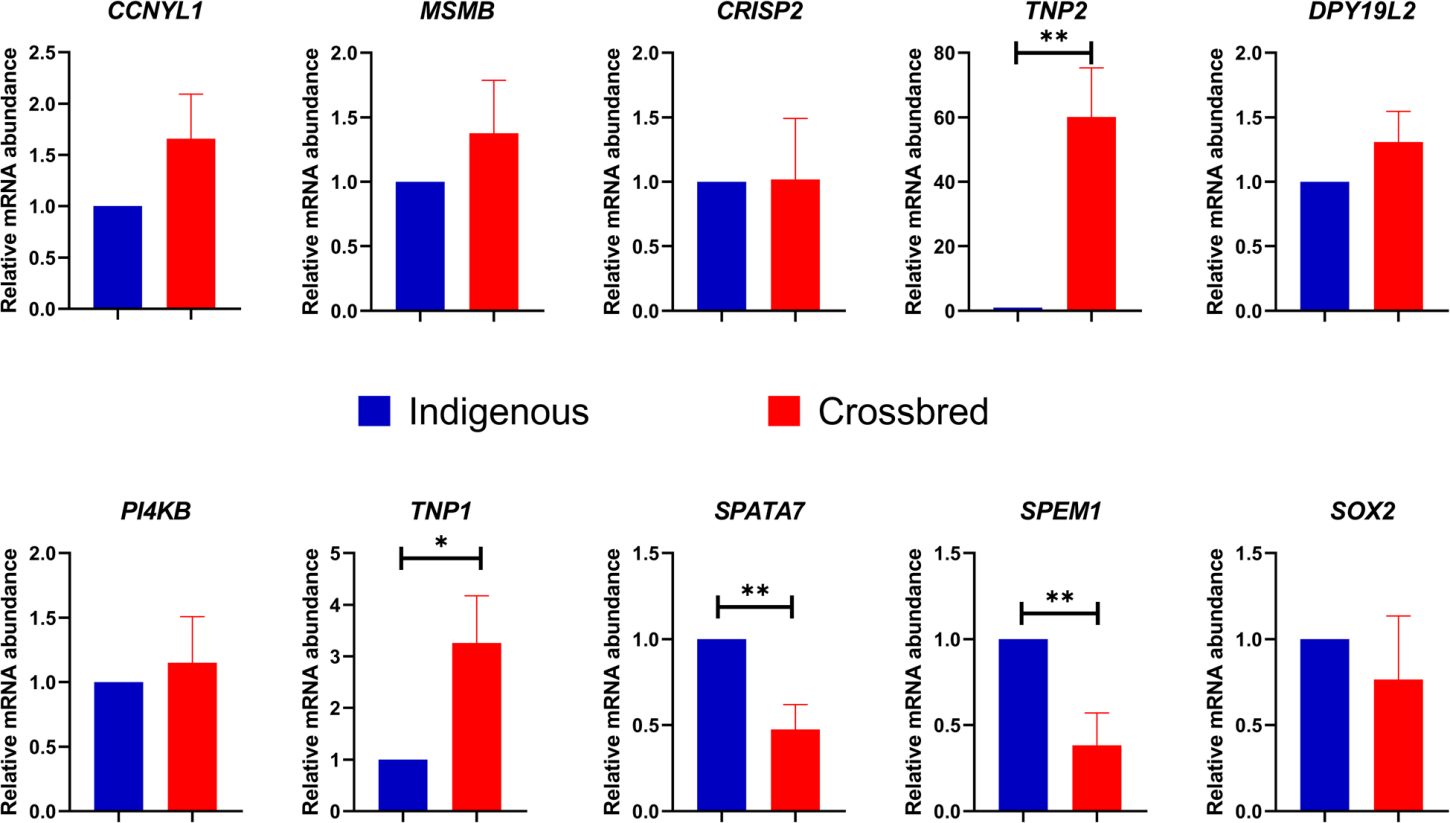
Relative expression of selected genes in crossbred and indigenous testes (* denotes *p* < 0.05 and ** denotes *p* < 0.01)

## Discussion

To understand the possible reasons for higher incidence of sub-fertility in crossbred bulls, we performed global transcriptomic profiling of testicular tissue from crossbred and Zebu bulls. A total of 14,419 transcripts were detected in bovine testis. The presence of pregnancy associated glycoproteins, placenta specific and related transcripts in bovine testis in our study, suggesting the role of spermatozoa beyond fertilization and embryonic development. The list of 10 highly upregulated and downregulated transcripts in crossbred testis is shown in Table 2. 

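The probe of IL12RB2 lies on chromosome 3 from 83639690 to 83639749 and has a single spot. Its normalized log2 signal was 0.78 on the crossbred array, and it was not well above background on the Zebu array. The spot was thus at least 105-fold brighter on the crossbred array. On the crossbred array, 4 of the 6 spots adjacent to it rose by 1.5 or more as well, and its 18 nearest spots differed by a median of 2.29. No other probe of the gene was well above background.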

*IL12RB2*: Interleukin 12 Receptor Subunit Beta 2, a gene reported to be associated sperm plasma membrane damage by producing interferon-gamma [42], was one among the top 10 upregulated transcripts in crossbred testis. 

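The probe of PI4KB lies on chromosome 3 from 21021942 to 21022001. It had a normalized log2 signal of 1.22 on the Zebu array and was not well above background on the crossbred array, at least 128-fold lower. The 3 other probes of PI4KB, spotted elsewhere, differed by -0.76, -0.19 and 0.18. The probe of DPY19L2, on chromosome 4 from 64387203 to 64387262, had -0.39 on the Zebu array and was at least 41.8-fold lower on the crossbred array. Its 18 nearest spots differed by a median of -7.61, and the array holds no other probe of the gene that was well above background. For PI4KB that median was -4.93. Around both spots the crossbred array was darker, so these folds describe the spots and set no bound for the testis.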

*PI4KB* and *DPY19L2* genes, reported to be involved in actin polymerization [43] and acrosome formation [44], respectively, were among the top 10 downregulated transcripts in crossbred testis.

### Functional annotation of differentially expressed transcripts in the crossbred testis

#### Poor protein stability

Functional annotation of differentially expressed transcripts revealed that 22 genes involved in proteolysis and 15 genes involved in ubiquitination were upregulated in crossbred testis. Ubiquitination is the terminal stage of apoptotic processes in testis and involved in protein degradation. It is negatively correlated with seminal parameters such as concentration (suggests sperm degradation in epididymis), motility, morphology and chromatin integrity (suggests apoptosis) [45, 46]. Genes involved in protein localization to plasma membrane and majority of the genes involved in WNT pathway were also downregulated in crossbred bulls. WNT pathway initiates sperm motility and maintains protein stability by inhibiting poly-ubiquitination of proteins [47, 48]. Down regulation of genes involved in WNT pathway (inhibitor of protein degradation), protein localization to plasma membrane and upregulation of genes involved in ubiquitination and proteolysis are clearly indicating that inability of the crossbred bull testis to maintain protein integrity could be the major contributing factor for sub-fertility/infertility in crossbred bulls.

#### Perturbed steroidogenesis

Downregulation of steroidogenesis related genes in crossbred bull testis is an exciting finding in this study. Downregulated *CYP17A1* gene is involved in the regulation of CYP17A1 enzyme that possess 17 α-hydroxylase activity and 17, 20-lyase activity, which are crucial for steroidogenesis [49]. Testosterone plays a role in testicular descent, sexual differentiation, sexual characters development [50] and spermiogenesis [51]. Gulia et al*,* found that testosterone is significantly lower in crossbred bulls than those of Zebu bulls [12]. Progesterone is important for sperm motility, capacitation, hyperactivation, acrosome reaction and directing the sperm towards egg [52, 53]. Progesterone mediated modulation in sperm function is happening through the Gama amino butyric acid (GABA_A_) receptors present on the sperm plasma membrane [54, 55]. In our study, genes involved in GABAergic synapse pathway, which is involved GABA synthesis is also downregulated in crossbred testis. These results are indicating the alteration of steroidogenesis in crossbred bulls could be the reason for infertility.

#### Altered spermatogenesis and sperm function

Downregulation of genes involved in cell proliferation, stem cell differentiation, stem cell population maintenance may have negative effect on cell differentiation during spermatogenesis. Six genes involved in heparin binding are downregulated in crossbred bulls. Heparin binding proteins are involved in capacitation and it could be the biomarker of male fertility [56, 57]. cAMP and calcium ion play a prime role for the sperm to undergo capacitation and acrosome reaction [58–61]. In our study, 24 genes involved in calcium ion binding and 2 genes involved in cAMP metabolism were downregulated in crossbred testis. This indicates the possibilities of compromised capacitation and acrosome reaction in crossbred bulls. Consistent with our earlier results, pre-mature capacitation is a significant problem in crossbred bulls [14]. However, 38 genes involved in calcium ion binding were also upregulated. Therefore, genes involved in calcium ion binding need to be studied further for understanding their roles in crossbred testis. Genes involved in spermatogenesis, spermatid development, sperm motility, egg activation and positive regulation of acrosome reaction were upregulated in crossbred testis. Among these genes, some are having positive roles (*PRM3*: Protamine 3 is vital for sperm chromatin integrity) [62, 63], some others are having negative roles (*ELSPBP1*: Epididymal Sperm Binding Protein 1- Marker of dead sperm and found at higher level in sub-fertile bull’s semen) [64, 65], while few others are reported to have both positive and negative roles on spermatogenesis and sperm function (*SPEM1*: Spermatid maturation protein 1*-* essential for spermatid maturation, but its involvement in the ubiquitination is also reported) [66]. However, roles of these transcripts in bull fertility still remains inconclusive.

### Pathway analysis of upregulated and downregulated transcripts in crossbred bull testis

Among the upregulated pathways, PI3K-Akt signalling pathway and Jak-STAT signalling pathway are important for capacitation and acrosome reaction [67–71]. Even though these pathways are reportedly having positive roles in sperm function, transcripts detected in this pathway in our study have negative roles in spermatogenesis and sperm function viz. *IRS1*: Insulin Receptor Substrate 1 (Involved in ubiquitination) [72], *BCL2L11* (apoptotic-facilitating gene) [73], *PRL*: Prolactin (higher seminal prolactin is decreasing the sperm reproductive capacity) [74], *IL12RB2*: Interleukin 12 Receptor Subunit Beta 2 (damaging effect on sperm membrane integrity) [42] and *LEP*: Leptin (seminal leptin is negatively correlated with progressive motility of sperm and testosterone concentration in serum) [75]. Among the downregulated pathways, endocannabinoid signalling pathway, steroidogenesis and GABAergic synapse are related to the spermatogenesis and sperm function. Endocannabinoid system is involved in bovine sperm-oviduct binding, capacitation, release of sperm from oviductal epithelium and it influences sperm capacitation by heparin signalling pathway [76–78]. In our study, both endocannabinoid signalling and heparin binding related genes were downregulated. It indicates the possible alterations in capacitation process of crossbred bull spermatozoa.

### Real time expression analysis of selected genes

To validate the microarray data, we selected ten genes for further validation by RT-qPCR. Even though, *CCNYL1* (regulator of WNT signalling, sperm motility and spermatogenesis) [48, 79], *CRISP2* (involved in sperm egg interaction) [80] and *MSMB* (inhibitor of Na^+^–K^+^–ATPase activity, sperm motility and acrosome reaction) [81–83] were upregulated in crossbred males in microarray, however, no significant difference was observed between crossbred and Zebu bulls in qPCR expression analysis. *PI4KB* (involved in actin formation) [43, 84], *SOX2* (essential for early embryonic development) [85] and *DPY19L2* (causes infertility by impairing head elongation, PLCζ signalling, acrosome formation and by causing globospermia) [44, 86] were downregulated in crossbred males, in microarray. However, in qPCR expression analysis, no significant difference is observed between crossbred and Zebu bulls. Unexpectedly, *SPEM1* (involved in ubiquitination during spermatogenesis along with *UBQLN1*) [66], which is upregulated in microarray, was significantly downregulated in qPCR. *SPATA7* plays a role in initiating meiotic recombination by preparing chromatin [87] and act as a candidate gene for sperm motility [88]. In the final stage of spermatogenesis, histones should be replaced by transition proteins (TNPs) and then TNPs should be finally replaced by protamines to facilitate chromatin compaction [89]. According to our data from both microarray and qPCR analysis, *SPATA7* is downregulated (indicates alteration of spermatogenesis) and transition proteins (*TNP1*, *TNP2*) were upregulated (indicates the retention of TNPs, improper protamination and chromatin condensation) in crossbred males as compared to Zebu males.

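On the arrays, SPATA7 was read from a probe on chromosome 10 that was not well above background in crossbred testis and had a normalized log2 signal of -4.01 in Zebu testis, at least 3.40-fold lower. The 3 other probes of SPATA7 were higher in crossbred testis, by 0.46, 1.37 and 1.44. TNP1 has 3 probes, of which the brightest differed by 0.49 and the others by 1.47 and 1.55. TNP2 differed by 1.74 and its other probe by 2.25. The protamine PRM1 differed by 0.36 in its brightest probe and 0.43 in the other.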

## Conclusions

Abundant proteolysis by ubiquitination and downregulation of WNT signalling, cell proliferation, differentiation and steroidogenesis might be the reason for higher incidence of poor semen quality and/or sub-fertility/infertility in crossbred bulls as compared to Zebu bulls. 

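Of the lists behind these processes that Additional file 4 holds, regulation of cell proliferation had a median difference of -1.57 over 7 genes, with DUSP15 at -1.55, NGFR at -1.57 and TEC at least 1.97-fold lower. Stem cell differentiation had a median of -1.70 over 4 genes, MSX1 with -1.86, HOXD4 with -1.81, FOXO4 with -1.59 and SETD6 with -1.56. In stem cell population maintenance, SALL4 differed by -1.65 and TBX3 was at least 2.87-fold lower. From the higher signal of genes it assigns to proteolysis and ubiquitination and the lower signal of genes it assigns to WNT signalling and protein localization, the paper reasons that crossbred testis does not keep the integrity of its proteins. From the lower signal of genes it assigns to steroidogenesis and the GABAergic synapse, it proposes altered steroid synthesis, and together with proliferation and differentiation it proposes these processes as the reason for poor semen quality.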

Downregulation of *SPATA7* (Spermatogenesis Associated 7) and upregulation of transition proteins (*TNP1* and *TNP2*) in crossbred bull testis might be associated with impaired spermatogenesis including chromatin compaction.

## Methods

### Experimental animals and sample collection

The experimental procedure was duly approved by the Institute Animal Ethics Committee (CPCSEA/IAEC/LA/SRS-ICAR-NDRI-2019/No.18) and performed in accordance with relevant guidelines and regulations. Three crossbred (Holstein Friesian crossbred with 50–75% exotic inheritance) and three Zebu (Tharparkar breed) bulls aged 24 months were sampled from Livestock Research Complex, ICAR - National Dairy Research Institute, Karnal. Testis of each animal was obtained by unilateral castration. Bulls were restrained at lateral recumbency and sedated with Xylazine hydrochloride (Xylaxin, Indian Immunologicals, India) at the dose rate of 0.1 mg/kg body weight. After sedation, the site was shaved, tincture iodine was applied to the site and cleaned thoroughly to ensure asepsis. The site of incision was infiltrated with 6–8 ml of 2% lignocaine (Cadila Health care Ltd., India) at the level of the spermatic cord. The lower part of scrotum was incised with the help of surgical scalpel (B.P. blade no. 23). Right testis of each animal was exposed, and the spermatic cord was ligated tightly using catgut (Size3–0; Stericat Gutstrings (P) Ltd., India). After ligation intact testicle was removed; fat and fascia surrounding the testis were resected and two crosscut slices of the testicular tissues in the middle of testis were obtained by fine scale dissection. All crosscut slices were placed in individual sterile containers containing normal saline with penicillin streptomycin (Sigma Aldrich, USA), transported to laboratory and stored at − 80 °C until RNA isolation. All the bulls were given due post-operative care as per standard veterinary protocol. After the study, the bulls were retained in the farm and used as teasers.

### Microarray analysis

#### RNA extraction

Total RNA was isolated from crossbred and Zebu bull testis using Qiagen RNeasy Mini Kit as per the manufacturer’s instructions. Bioanalyzer was used to assess the total RNA quality control and samples with optimal purity (OD 260/280 > 1.9 and < 2.0 and optimal concentration (> 100 ng/mL) were selected for further use in microarray. Group wise pooling of RNA in equal quantity (Three samples from crossbred group and three samples from Zebu group) was done for microarray analysis.

#### Labelling protocol

Oligonucleotide probe sequences were used to develop Agilent *Bos taurus* GXP 8X60k AMADID: 29411 slide by Agilent Technologies. Agilent’s Quick-Amp labeling Kit (part number = 5190–0442) was used for labelling the samples. T7 promoter based-linear amplification method was used for generating labelled complementary RNA (One-Color Microarray-Based Gene Expression Analysis). Pooled RNA from each group was reverse transcribed using oligo dT based method. mRNA was primed with oligo dT primer tagged to T7 promoter sequence and converted into double stranded cDNA. Further the cDNA was converted to cRNA by in-vitro transcription reaction by T7 RNA polymerase enzyme in presence of Cy3 dye. During this cRNA synthesis, Cy3 labelled Cytosine nucleotide was incorporated into the newly synthesized strands. Labelled cRNA thus obtained was cleaned up using Qiagen RNeasy columns (Qiagen, Cat No: 74106). The concentration and the amount of dye incorporated in the cRNA were assessed using NanoDrop ND-1000.

#### Hybridization protocol

Specific activities of the labelled samples were determined. The QC passed samples (specific activity > 10) were proceeded for hybridization. Labelled cRNA were fragmented and hybridized on the bovine array (AMADID: 29411), which encompasses a total of 51,282 bovine probes for 32,429 genes using Agilent’s In situ Hybridzation kit (5188–5242) in Sure Hybridization Chambers (Agilent) at 65 °C for 16 h.

#### Scan and data processing

Microarray slides were scanned using the Agilent Microarray Scanner (Agilent Technologies, Part Number G2600D). Feature Extraction Software (Version-11.5, Agilent) was used to quantify the images. Extracted raw data were analyzed using GeneSpring GX software from Agilent. The normalization was performed using GeneSpring GX 12.6 Software using 75th percentile shift. In this normalization, gProcessed signal (dye normalized background subtracted signal intensity) is log transformed and then for each of the array the 75th percentile value is calculated separately. In each sample the log transformed intensity values for each probe is subtracted by the calculated 75th percentile value of the respective array and expression values are obtained. Differentially expressed genes were identified by calculating fold change of expression values (log base2) with respect to control samples. Differentially expressed genes include upregulated (> 1.5 fold) and downregulated genes (< − 1.5 fold). The list of differentially expressed transcripts between Zebu and crossbred bull testis are given in Additional file 9.

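Each of the 1466 values of Additional file 9 was set beside the difference of the log2 values of the same probe. Within 0.01, 1465 of them equalled the difference of the normalized values that the authors deposited, and none equalled a signed linear fold. The threshold of 1.5 is thus on the log2 scale, where it is a linear fold of 2.83. With the spots of a probe averaged after taking logs, 1439 of the 1466 values were within 0.01, and 20 moved by more than the replicate spot SD, all of them probes with 2 spots. Only 1 of them changed sign, PADI2, whose spots lay 8.57 apart on the crossbred array, from the paper's 3.59 to -0.70. For 1 further value no difference was computed, because its spot was marked as an outlier. Of the listed transcripts, 847 of the 1038 higher and 227 of the 428 lower ones were well above background on both arrays.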

### Annotation of genes detected in microarray

Annotation of genes carried out by online bioinformatic resources based on the existing information about *Bos taurus* genes. Gene ontology (GO) analysis and pathway analysis of differentially expressed transcripts were carried out using DAVID Bioinformatics Resources 6.8 (Laboratory of Human Retrovirology and Immunoinformatics, USA) based on Huang et al. protocols [90]. However, gene ontology analysis of overall expressed transcripts was done by PANTHER (Version 14.1) based on Mi et al. protocols [91]. Interactions between genes possessing functions and pathways related to spermatogenesis and sperm function were analyzed using Cluego app (v2.5.3, Integrative Cancer Immunology, Jerome Galon) via Cytoscape bio informatics software platform [3.7.1, U.S. National Institute of General Medical Sciences (NIGMS), USA].

### Validation of microarray results

Validation of microarray results was carried out using testes samples from 10 crossbred males and 10 Zebu males. Fat and fascia surrounding the testis were resected and two crosscut slices of the testicular tissues in the middle of testis were obtained by fine scale dissection. All crosscut slices were snap frozen in liquid nitrogen (− 196 °C), transported to laboratory and stored until RNA isolation. Total RNA was isolated from these samples using PureLink RNA Mini Kit (Thermo-scientific, USA) according to the manufacturer’s instructions. The isolated RNA was subjected to DNase treatment using TURBO DNA- *free* Kit (Thermo Fisher Scientific). RNA quantification and quality assessment were determined using Nanodrop (ND-1000, Thermo-scientific, USA). RNA samples with 260/280 ratio of 1.9 to 2.0 were processed for cDNA synthesis. cDNA was synthesized using RevertAid First Strand cDNA Synthesis Kit (Thermo-scientific, USA) by keeping the initial concentration of 1000 ng of total RNA per reaction.

#### Real time quantitative polymerase chain reaction (RT-qPCR)

The expression of 10 differentially expressed genes, which were selected based on fold change and their role in spermatogenesis and sperm function (Additional file 8) was verified by qPCR. Primers were designed using PRIMER-3 across exon-exon junctions in order to eliminate the contaminating genomic DNA amplification and procured from Integrated DNA Technologies, USA. The annealing temperatures of primers for the selected genes were optimized using PCR and the cDNA prepared from different samples were subjected to qPCR analysis. Expressions of traditional housekeeping genes (*GAPDH* and *BACTIN*) were studied in ten crossbred and ten Zebu testis samples. *GAPDH* was stable based on the method described by Schmittgen & Livak [92]. Real-time quantitative PCR was performed on Insta Q96 Plus Real Time Machine PCR system (HiMedia, India) in a 15 μL reaction comprising 1 μL cDNA, 0.25 μL (10 pmol/ μL) forward and reverse primers, and 7.5 μL of Maxima SYBR Green/ROX qPCR master mix 2X. The thermal cycling conditions consisted of initial denaturation at 95 °C for 10 min, followed by 40 cycles of 95 °C for 15 s, 60 °C for 30 s, and 72 °C for 30 s. Relative gene expression levels were determined using the 2 ^-∆∆Ct^ method [92], where ∆Ct = Ct _target_ – Ct _internal reference_ and ∆∆Ct = ∆Ct _target_ - ∆Ct _calibrator_. *GAPDH* served as the internal reference gene. Gene expression data were normalised against *GAPDH* expression. The calibrator in each study consisted of cDNA from the corresponding control group. Relative mRNA expression is expressed as n-fold mRNA expression relative to the calibrator. The differences in fold change values between two groups were evaluated by t-Test using SPSS (22.0, IBM, USA) software. The difference was considered as significant when *P* < 0.05. The specificity and integrity of the PCR products were ensured by melting curve analysis, whereas the appropriateness of size was confirmed by agarose gel electrophoresis. The experiment was repeated thrice, each time in duplicates.

## Supplementary information

**Additional file 1.** Top 10 abundant transcripts in bovine testis

**Additional file 2.** Share of biological process between upregulated genes related to spermatogenesis and sperm function in crossbred testis

**Additional file 3.** Share of biological process between downregulated genes related to spermatogenesis and sperm function in crossbred testis

**Additional file 4.** List of downregulated genes related to spermatogenesis and sperm function in crossbred bulls

**Additional file 5.** Genes involved in WNT signaling in crossbred testis and their biological process (Elliptical) and pathway (hexagonal). Genes inside the box are upregulated and other genes are down regulated

**Additional file 6.** 10 highly upregulated and downregulated pathways in crossbred bull testis

**Additional file 7.** List of genes involved in upregulated and downregulated pathways related to spermatogenesis and sperm function in crossbred testis

**Additional file 8.** List of genes selected for real time expression analysis

**Additional file 9.** List of differentially expressed transcripts between Zebu and crossbred bull testis (1.5-fold change)

**Additional file 10.** Spermatogenesis and sperm function related up regulated genes in crossbred bull testis

## Data Availability

The raw data pertaining to the differentially expressed transcripts are given in Additional file 9. The datasets generated and/or analysed during the current study are available in the NCBI Gene Expression Omnibus repository (GSE153952, https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153952).

## Abbreviations

PI4KB: Phosphatidylinositol 4-kinase beta
DPY19L2: Developmental Pluripotency-associated 19 like 2
RNA: Ribonucleic acid
mRNA: Messenger RNA
WNT: Wingless-related integration site
cAMP: Adenosine 3′,5′-cyclic monophosphate
*MSMB*: Microseminoprotein beta
EGF: Epidermal growth factor
*SPATA7*: Spermatogenesis associated 7
PANTHER: Protein Analysis Through Evolutionary Relationships
DAVID: Database for Annotation, Visualization and Integrated Discovery
PI3K-AKT: Phosphatidylinositol 3-kinase- protein kinase B
Jak-STAT: Janus kinases, and signal transducer and activator of transcription proteins
GABA: Gamma-Aminobutyric Acid
RT-qPCR: Real time quantitative polymerase chain reaction
PLCζ: Phospholipase C isoform zeta
cDNA: Complementary Deoxyribonucleic acid
cRNA: Complementary Ribonucleic acid
QC: Quality control
Cy3: Cyanine 3
PCR: Polymerase Chain Reaction
GAPDH: Glyceraldehyde 3-phosphate dehydrogenase
BACTIN: Beta actin
SPSS: Statistical Package for the Social Sciences

# Supplementary material for: Sub-fertility in crossbred bulls: deciphering testicular level transcriptomic alterations between zebu (Bos indicus) and crossbred (Bos taurus x Bos indicus) bulls
**Source:** BMC Genomics. 2020 Jul 21;21:502. doi: 10.1186/s12864-020-06907-1
**Supplement:** Supplementary file 1 — Additional file 1. Top 10 abundant transcripts in bovine testis

**Additional file 1: Top 10 most abundant transcripts in bovine testis**

| **Gene Symbol** | **Gene Name** | **Genbank Accession** |
| --- | --- | --- |
| *COX3* | Cytochrome c oxidase subunit III | U01924 |
| *TUBB2C* | Tubulin, beta 2C | NM_001034663 |
| *COX2* | Cytochrome c oxidase subunit II | DQ347621 |
| *PRM1* | Protamine 1 | NM_174156 |
| *TMSB4X* | Thymosin beta 4, X-linked | NM_001002885 |
| *FTH1* | Ferritin, heavy polypeptide 1 | NM_174062 |
| *ODF2* | Outer dense fiber of sperm tails 2 | NM_001038180 |
| *RPLP2* | Ribosomal protein, large, P2 | NM_174788 |
| *RPS10* | Ribosomal protein S10 | NM_001034716 |
| *RPS8* | Ribosomal protein S8 | NM_001025317 |

# Supplementary material for: Sub-fertility in crossbred bulls: deciphering testicular level transcriptomic alterations between zebu (Bos indicus) and crossbred (Bos taurus x Bos indicus) bulls
**Source:** BMC Genomics. 2020 Jul 21;21:502. doi: 10.1186/s12864-020-06907-1
**Supplement:** Supplementary file 4 — Additional file 4. List of downregulated genes related to spermatogenesis and sperm function in crossbred bulls

Additional file 4: List of downregulated genes related to spermatogenesis and sperm function in crossbred males

| **Function** | **P value** | **Count** | **Genes** |
| --- | --- | --- | --- |
| Biological Process | | | |
| Regulation of cell proliferation | 0.09 | 7 | *HHEX, DUSP15, CXCL9, NGFR, TFAP2C, CXCL11, TEC* |
| Regulation of canonical Wnt signaling pathway | 0.03 | 6 | *DAB2, RGS20, NOTCH1, NKD2, SOSTDC1, ROR2* |
| Stem cell differentiation | 0.01 | 4 | *MSX1, HOXD4, SETD6, FOXO4* |
| Positive regulation of establishment of protein localization to plasma membrane | 0.01 | 4 | *NKD2, IFNG, ARHGEF16, RHOG* |
| Stem cell population maintenance | 0.05 | 4 | *SALL4, TBX3, SETD6, MED12* |
| Male gonad development | 0.09 | 4 | *SFRP1, HOXA10, HOXA9, TFAP2C* |
| Single fertilization | 0.03 | 4 | *TRPC2, HOXA10, HOXA9, HOXD10* |
| Wnt signaling pathway, calcium modulating pathway | 0.06 | 2 | *ROR2, FZD4* |
| Positive regulation of cAMP metabolic process | 0.08 | 2 | *CXCL9, CXCL11* |
| Molecular Function | | | |
| Heparin binding | 0.08 | 6 | *FMOD, SFRP1, COL13A1, RSPO3, FGF1, CXCL11* |
| Wnt-activated receptor activity | 0.05 | 3 | *SFRP1, RYK, FZD4* |

# Supplementary material for: Sub-fertility in crossbred bulls: deciphering testicular level transcriptomic alterations between zebu (Bos indicus) and crossbred (Bos taurus x Bos indicus) bulls
**Source:** BMC Genomics. 2020 Jul 21;21:502. doi: 10.1186/s12864-020-06907-1
**Supplement:** Supplementary file 7 — Additional file 7. List of genes involved in upregulated and downregulated pathways related to spermatogenesis and sperm function in crossbred testis

Additional file 7: List of genes involved in upregulated and downregulated pathways related to spermatogenesis and sperm function in crossbred testis

| **Pathways** | **Count** | **P value** | **Genes** |
| --- | --- | --- | --- |
| Upregulated pathways | | | |
| PI3K-Akt signaling pathway | 21 | 0.02 | *YWHAZ, PIK3CD, GNG13, FASLG, VTN, ITGB3, GNG12, HGF, IRS1, RPTOR, BCL2L11, ITGAV, TNR, COMP, ITGB6, IFNB3, GYS2, RELN, COL24A1, PRL, LOC524810* |
| Jak-STAT signaling pathway | 13 | 0.008 | *IL5, CTF1, PIK3CD, SOCS7, IL21, IL12RB2, LEP, STAT4, IL20RB, IL20RA, IFNB3, PIAS2, PRL* |
| Downregulated pathways | | | |
| Retrograde endocannabinoid signaling | 5 | 0.05 | *GABRA2, GABRB3, ADCY9, MAPK13, GNB3* |
| GABAergic synapse | 5 | 0.03 | *GABRA2, SLC6A1, GABRB3, ADCY9, GNB3* |
| Ovarian steroidogenesis | 4 | 0.07 | *CYP17A1, HSD3B1, ADCY9, HSD17B7* |

# Supplementary material for: Sub-fertility in crossbred bulls: deciphering testicular level transcriptomic alterations between zebu (Bos indicus) and crossbred (Bos taurus x Bos indicus) bulls
**Source:** BMC Genomics. 2020 Jul 21;21:502. doi: 10.1186/s12864-020-06907-1
**Supplement:** Supplementary file 8 — Additional file 8. List of genes selected for real time expression analysis

Additional file 8: List of genes selected for real time expression analysis

| **Genes** | **Roles** | **Reference** | **Fold change in microarray** |
| --- | --- | --- | --- |
| *MSMB* | Inhibit acrosome reaction and sperm motility | Franchi *et al.,* 2008; Chao *et al.,* 1996 | 4.94 |
| *CCNYL1* | WNT signaling | Koch *et al.,* 2015 | 3.09 |
| *SPEM1* | Essential for spermatid maturation, but also involved in ubiquitination | Bao *et al.,* 2010 | 2.92 |
| *TNP2* | Histone to protamine transition | Oliva, 2006 | 1.74 |
| *TNP1* | Histone to protamine transition | Oliva, 2006 | 1.47 |
| *CRISP2* | Involved in sperm egg interaction and it’s released during acrosome reaction from acrosome | Nimlamool *et al*., 2013 | 1.41 |
| *PI4KB* | Sperm capacitation and acrosome reaction | Etkovitz *et al.,* 2007 | -9.20 |
| *DPY19L2* | Head elongation and acrosome formation | Koscinski *et al.,* 2011; Harbuz *et al.,* 2011 | -7.58 |
| *SPATA7* | Spermatogenesis | Zhang *et al.,* 2003 | -4.92 |
| *SOX2* | Early embryonic development | Campolo *et al*., 2013 | -1.23 |

# Supplementary material for: Sub-fertility in crossbred bulls: deciphering testicular level transcriptomic alterations between zebu (Bos indicus) and crossbred (Bos taurus x Bos indicus) bulls
**Source:** BMC Genomics. 2020 Jul 21;21:502. doi: 10.1186/s12864-020-06907-1
**Supplement:** Supplementary file 10 — Additional file 10. Spermatogenesis and sperm function related up regulated genes in crossbred bull testis

**Additional file 10: Spermatogenesis and sperm function related up regulated genes in crossbred bull testis**

| **Count** | **Genes** |
| --- | --- |
| 22 | **Spermatogenesis** |
| *CABS1:* calcium-binding protein, spermatid-specific 1*, CREM:* cAMP responsive element modulator*, SUN5:* Sad1 and UNC84 domain containing 5*, ATP1A4:* ATPase, Na+/K+ transporting, alpha 4 polypeptide*, THEG:* Theg homolog*, C8H9ORF24:* testes development-related NYD-SP22*, BCL2L11:* BCL2-like 11*, TNP2:* transition protein 2*, ATRX:* alpha thalassemia/mental retardation syndrome X-linked*, CYLC1:* cylicin, basic protein of sperm head cytoskeleton 1*, SPEM1:* spermatid maturation 1*, CYLC2:* cylicin, basic protein of sperm head cytoskeleton 2*, SPATA9:* spermatogenesis associated 9*, OAZ3:* ornithine decarboxylase antizyme 3*, PRM3*: protamine 3*, ADIG:* adipogenin*, TXNDC8:* thioredoxin domain containing 8*, SPATA19:* spermatogenesis associated 19*, CYP26B1:* cytochrome P450, family 26*,* subfamily B, polypeptide 1, *CCNYL1:* cyclin Y-like 1*, ODF1:* outer dense fiber of sperm tails 1*, TSSK3*: testis-specific serine kinase 3 |
| 22 | **Proteolysis** |
| *CELA3B:* chymotrypsin-like elastase family, member 3B*, PAG19:* pregnancy-associated glycoprotein 19*, PAG16:* pregnancy-associated glycoprotein 16*, PRSS58:* protease, serine, 58*, MGC157408:* pregnancy-associated glycoprotein*, PRSS1:* protease, serine, 1 (trypsin 1), *PAG12:* pregnancy-associated glycoprotein 12*, ANPEP:* alanyl (membrane) aminopeptidase*, PAG7:* pregnancy-associated glycoprotein 7*, PAG11:* pregnancy-associated glycoprotein 11*, ENPEP:* glutamyl aminopeptidase*, HGF:* hepatocyte growth factor, *MMP2:* matrix metallopeptidase 2*, MMP13:* matrix metallopeptidase 13*, LNPEP*: leucyl/cystinyl aminopeptidase*, CBLC:* Cas-Br-M (murine) ecotropic retroviral transforming sequence c*, DDI1:* DNA-damage inducible 1 homolog 1*, MGC157405: pregnancy-associated glycoprotein, RELN:* reelin*, CELA2A:* chymotrypsin-like elastase family*,* member 2A*, PAG4:* SMAD family member 3*, PRSS37:* protease, serine, 37 |
| 11 | **Ubiquitin protein ligase activity (Molecular function)** |
| *PLCZ1:* phospholipase C, zeta 1*, CBLC:* Cas-Br-M (murine) ecotropic retroviral transforming sequence c*, STAT4:* signal transducer and activator of transcription 4*, PLCE1: phospholipase C, epsilon 1, ATP2C1:* ATPase, Ca++ transporting, type 2C, member 1*, SLC35B2:* solute carrier family 35, member B2*, ZP4:* zona pellucida glycoprotein 4*, GNG13:* guanine nucleotide binding protein, gamma 13, *MAPKAPK2:* mitogen-activated protein kinase-activated protein kinase 2*, GNG12:* guanine nucleotide binding protein, gamma 12*, PLCB1:* phospholipase C*,* beta 1*, IRS1:* insulin receptor substrate 1 |
| 9 | **Spermatid development** |
| *CCDC63*: coiled-coil domain containing 63*, OSBP2:* oxysterol binding protein 2*, CEP57:* centrosomal protein 57kDa*, FSCN3*: fascin homolog 3, actin-bundling protein, testicular, *UBE2J1*: ubiquitin-conjugating enzyme E2*,* J1*, PDILT:* protein disulfide isomerase-like, testis expressed, *TSSK1B:* testis-specific serine kinase 1B*, KLHL10:* kelch-like 10*, ZMYND15:* zinc finger, MYND-type containing 15 |
| 7 | **Sperm motility** |
| *SPEM1:* spermatid maturation 1*, PRM3:* protamine 3*, CATSPER3:* cation channel, sperm associated 3, *CCNYL1*: cyclin Y-like 1*, ATP1A4*: ATPase, Na+/K+ transporting, alpha 4 polypeptide*, ROPN1:* rhophilin associated tail protein 1*, AKAP4:* A kinase (PRKA) anchor protein 4 |
| 4 | **Ubiquitin conjugating enzyme binding (Molecular function)** |
| *RNF144A*: ring finger protein 144A*, DCUN1D1:* defective in cullin neddylation 1, domain containing 1*, RNF138:* ring finger protein 138*, DCUN1D3*: defective in cullin neddylation 1, domain containing 3 |
| 3 | **Positive regulation of acrosome reaction** |
| *IQCF1:* IQ motif containing F1*, ZP4:* zona pellucida glycoprotein 4*, PLCB1:* phospholipase C, beta 1 |
| 2 | **Egg activation** |
| *PLCZ1:* phospholipase C, zeta 1*, WBP2NL:* WBP2 N-terminal like |

How the deposited data were processed for this re-analysis (not part of the article)

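RNA from the testes of 3 crossbred and 3 Zebu bulls aged 24 months was pooled within each group, and each pool was measured on 1 bovine array with Cy3. Both arrays lie on the same slide and were scanned together. The samples were grouped as crossbred and Zebu, and every difference is crossbred minus Zebu. With 1 array per group, no test between groups can be made, no p-value is given, and the number of arrays limits the precision.

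The authors deposited for each spot the processed signal of the scanner software, an intensity that, per the file headers, was background-subtracted and detrended within the array and replaced by a positive surrogate where it was at the noise floor. It was not normalized between arrays. The mean pixel intensity of each spot and the median intensity of its local background were deposited without further treatment, and the scanner software also marked each spot as well above background, saturated or an outlier. The authors also deposited log2 values, for which they took the log2 of the mean processed signal over the spots of a probe and subtracted the 75th percentile of the array.

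Control spots and 13 spots marked as outliers on either array were left out, and no spot was saturated. The log2 of the processed signal was averaged over the spots of a probe, and the 75th percentile over all non-control probes was subtracted. Over the non-control spots, the 75th percentile of the signal was 1042 on the crossbred array and 1092 on the Zebu array. The median signal was 126 and 129, and the median local background was 34 and 35.5. A transcript was 1 gene name, read from its probe with the highest signal on either array. It was counted as detected where this probe was well above background on at least 1 array. It was counted as higher or lower at a log2 difference of 1.5 or more in size, where the brighter array was well above background. A dim array entered these counts at its deposited signal. Where the dim array was not well above background, a bound was given in place of a fold, and no fold was given where the bound was under 1 or where neither array was well above background. Levels of different probes were not compared. The SD between spots of a probe served as the tolerance for a value, and it covers spotting and scanning only.

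The genes named are the 212 genes that the paper names in its text, tables, figures and supplementary lists, and the 5 largest rises and 5 largest falls among transcripts with a gene symbol that were well above background on both arrays. Of the 212 genes, 194 were read from the probe in Additional file 9, 17 by the name on the array and 1 by its accession. Among them 161 were well above background on both arrays, 17 on the crossbred array only, 31 on the Zebu array only and 3 on neither. Some of these genes are not reported here.

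For each gene list, the median difference was set beside 10000 random lists of the same size drawn from 50 bins of mean expression, as a description of these 2 arrays. Members not well above background on 1 array entered at their bound. Besides the lists of the study, marker lists were used for spermatids, spermatocytes, spermatogonia, Leydig cells, Sertoli cells, peritubular and smooth muscle cells, endothelial cells, macrophages, B and plasma cells, red blood cells, epididymis and trophoblast. The families used were olfactory receptors, ribosomal proteins, immunoglobulins, pregnancy-associated glycoproteins and mitochondrially encoded transcripts, and the transcripts of the X chromosome were added later. For places on the array, the median difference of the 18 nearest spots was taken at each spot where at least 6 of them had a value, and a place was a connected group of spots whose median was beyond 1 in size.

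The alternatives were normexp background correction with an offset of 50, a shift by the median, a 75th percentile over probes well above background on both arrays, quantile normalization, the authors' log2 values, other thresholds, other filters on dim probes, every probe or the mean of all probes of a gene, saturated spots left out, and other rules for a detected transcript. Spots in places, spots past the threshold with at least 2 of 6 adjacent spots, and names outside the ARS-UCD2.0 gene table were left out in further alternatives. In the mean of all probes, dim probes entered at their deposited signal, and in a further alternative at their bound, without the probes dim on both arrays.

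The steps were tested on simulated data, whose results are not printed here. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and R 4.3.3 with limma 3.58.1 were used. Real-time PCR and the enrichment, pathway and network analyses of the study were not analysed here.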

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

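Of the tests below, those on replicate spots and on bright Zebu spots in the darker place, and on adjacent rising spots were chosen only after the map of the differences on the array had been seen.

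The paper does not report on the positions of the spots, and a signal appeared in them. On the crossbred array, 310 spots formed a single place in which the 18 nearest spots were lower than on the Zebu array by a median of more than 1. The place spans rows 54 to 99 and columns 35 to 46, about 698 by 825 micrometres, and its 232 usable spots had a median difference of -2.64. It holds the 10 downregulated transcripts of Table 2 and the 5 largest falls measured on both arrays, CTDSP2, TTYH1, OXSM, DYM and NDUFA10. Of the 428 transcripts that Additional file 9 lists as lower, 57 have a spot in it, and so do 29 of the lowest 50.

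Lower transcript levels in crossbred testis would show in other probes of the same genes. The 9 other probes of the downregulated transcripts of Table 2, spotted elsewhere, had a median of -0.19, which argues against lower levels as the whole cause, although other probes were well above background for only 5 of the 10 genes. Local loss of signal on the crossbred array is a candidate explanation for which the values needed were found. The probes with a spot past the threshold inside the place had a median of -0.17 in their 49 spots elsewhere, against -4.42 inside. Other probes of the same genes had a median of -0.18 elsewhere. Of the spots brighter than the 75th percentile on the Zebu array, 64.7% fell past the threshold inside the place, against 0.981% on the rest of the array, but this decides nothing, because the place is defined by spots whose neighbours fell. A control transcript added to both samples had a log2 signal of 8.74 in its single spot inside on the crossbred array. Its 34 spots elsewhere on that array had a median of 14.30 and a lowest value of 13.96. On the Zebu array the spot at the inside position had 14.35. An added control does not depend on the testis. This spot and the replicate spots thus argue against lower levels as the cause, for the probes they cover. What removed the signal was not tested. For genes with no other probe, a difference between the groups stays open.

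A place of 62 spots in rows 153 to 167 and columns 50 to 56 was higher on the crossbred array, with a median difference of 1.98, and it too was found from positions the paper does not report on. It holds XKRX, the first upregulated transcript of Table 2, and ELK4 and PIK3CD. Local excess of signal is a candidate explanation here. The 5 probes with a further spot elsewhere had a median of 0.10 there, against 4.55 inside, and other probes of the same genes had a median of -0.35. These are few spots, and XKRX has no other probe that was well above background, so a higher level of XKRX stays open. Of the 10 upregulated transcripts of Table 2, 5 lie in this or a smaller bright place.

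Of 3007 spots that rose past the threshold anywhere on the array, 292 had at least 2 adjacent spots that did so too, against a median of 88 and at most 116 in 100 random arrangements. Of the 292, 218 lay outside the places. Small bright areas on the crossbred array may account for part of the rises of single spots, such as those of IRS1, IFNB3 and ATRX. The breed of the bulls gives no reason for a grouping by position, since it acts on transcripts and not on places of the array.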

How the results depend on the processing

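Leaving out places, leaving out adjacent spots, restricting names to the reference gene table (in the counts of differences, and for detection on both arrays) setting the authors' log2 values beside Additional file 9 and averaging all probes with dim sides at their bound were chosen only after the data had been seen, and the other alternatives were set before the data were examined. No paired analysis was possible because the bulls of each group were pooled.

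Of the main 1822 higher and 766 lower transcripts, normexp background correction left 1059 and 183, which raised the share of higher transcripts from 70.4% to 85.3%. The other 4 scalings gave shares from 68.8% to 71.1%. A linear fold of 1.5 gave 5376 and 5573, a log2 difference of 2 gave 899 and 331, and one of 3 gave 226 and 90, as the height of the threshold sets. The number lower was 407 with both arrays well above background, where transcripts with a dim side are left out by construction, and 1190 with every probe counted. Names in the reference gene table alone gave 1037 and 406, and with the authors' log2 values 1029 and 402. With the places left out there were 1754 and 682, and with adjacent spots left out 1664 and 688. The 24764 detected transcripts became 14024 with annotated symbols only, 39804 with every probe, and 13301 with annotated symbols on both arrays. None of the values of Additional file 9 (0 of 1466) was a signed linear fold.

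Of the 10 largest differences measured on both arrays, 6 were among the 10 largest after normexp correction, 1 when all transcripts above background on at least 1 array were ranked, and 3 with the places left out.

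After normexp correction the median was 1.48 for proteolysis, -1.19 for steroidogenesis, -0.93 for the lower WNT genes, 1.55 for PI3K-Akt, 1.31 for Jak-STAT, 0.74 for trophoblast and 2.12 for immunoglobulins. With the mean of all probes it was 1.56 for PI3K-Akt and 0.60 for trophoblast. With members well above background on both arrays it was 1.00 for epididymis and 0.26 for immunoglobulins. All of these kept their sign. With the mean of all probes, ATRX reversed to -0.18 and NR2F1 to 0.40, with dim probes at their deposited signal. With dim sides at their bound and probes dim on both arrays left out, ATRX reversed to -0.064 and SPATA7 to 0.38, NR2F1 had -0.21 and did not reverse, and the median was -1.05 for steroidogenesis and -0.96 for the lower WNT genes. Where no reason is given, the cause was not tested.

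Of 216 named genes with a value, 125 moved by less than the replicate spot SD after normexp correction and 91 moved towards 0, with 56 no longer past the threshold. With the mean of all probes, 98 moved further than that SD without reversing and 40 were no longer past the threshold, and with dim sides at their bound 55 and 30. The median shift, the 75th percentile over probes on both arrays, quantile normalization and the authors' log2 values each left all 216 within that SD. With the places left out, 190 of the genes had a value and all were within it, and the others had no value.

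Signal over background limits the size of many lower transcripts. Of the 766, 359 were not well above background on the crossbred array, so that their size is a bound, though they were counted at their deposited signal.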

Differences from the paper's values

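The mean of all probes with dim sides at their bound and the alternatives that restrict names to the reference gene table in the counts of differences, and for detection on both arrays, were chosen only after the values had been seen.

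The paper's number of detected transcripts is 14419, and 24764 were detected here. Among the alternatives set before the data were examined, annotated gene symbols only, with 14024, lies within 1.5 times the paper's value, and detection on both arrays, positive and significant signal on at least 1 or on both arrays, and every probe do not. Annotated symbols above background on both arrays, with 13301, also lie within it and were chosen after seeing the values.

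The paper's number of differing transcripts is 1466, and 2588 were counted here. Within 1.5 times the paper's number are normexp background correction with 1242, a log2 difference of 2 with 1230, both arrays above background with 1894 and the mean of all probes with 2194. The other alternatives set before the data were examined are not. The paper's number of higher transcripts is 1038 against 1822 here, and the same 4 alternatives lie within 1.5 times of it. The paper's number of lower transcripts is 428 against 766 here, and a log2 difference of 2 with 331, both arrays above background with 407 and values raised to the floor with 532 lie within it, while the others, normexp background correction and the mean of all probes among them, do not. Counting only names in the reference gene table gave 1037 higher and 406 lower transcripts, and 1029 and 402 with the authors' log2 values, and these settings were chosen after seeing the values.

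For TNP1, the paper's value in Additional file 8 is 1.47 and the brightest probe gave 0.49. The mean of all probes was within the replicate spot SD of the paper's value, also with dim sides at their bound, which was chosen after seeing the values, and another of the 3 probes gave 1.47. The other alternatives set before the data were examined were not within it.

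The paper lists ARR3, LEP and DAB2 among its differing transcripts, and the probe listed for each was not well above background on either array here. The deposited signal of these probes, averaged after taking logs, gave 4.35, 1.53 and -1.08, and the authors' log2 values give the paper's 8.84, 2.04 and -1.55. Of the 5 other probes of DAB2, 4 were well above background on both arrays and differed by -1.72 to -0.77, and the last was at least 1.68-fold lower. The 1 other probe of LEP, well above background on the Zebu array only, was at least 1.03-fold lower. The paper lists LEP as higher, and this bound, smaller than the replicate spot SD, does not settle its direction. The paper lists PADI2 as higher, and its spots averaged after taking logs gave -0.70. The paper states that SPATA7 is lower, with a value of its own of -4.92 in Additional file 8 and -3.89 in Additional file 9. The deposited signal gave -3.89, and the bound was at least 3.40-fold lower. With the mean of all its probes and dim sides at their bound, chosen after seeing the values, SPATA7 was higher by 0.38.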

Other observations

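The tests on the X chromosome were chosen only after its values had been seen, and its list was added then.

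Without the spots in places, the 5 largest rises measured on both arrays were CHST4 with 6.15, LOC524810 with 5.77, SYMPK with 5.70, LOC512464 with 5.63 and MSMB with 4.93, and the 5 largest falls were KCNE1L with -3.53, C7H19orf77 with -2.99, RHOG with -2.79, TEAD2 with -2.77 and DSC2 with -2.73. Beside the spot of CHST4, 4 of the 6 adjacent spots rose past the threshold and its other probe differed by 0.70. The 3 other probes of SYMPK had a median of 0.62. The genes that enter this ranking only without the places were chosen after the map had been seen.

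More transcripts were higher than lower in crossbred testis at log2 differences of 1.5 and above, but not at a linear fold of 1.5, where the share of higher transcripts was 49.1%, and the median over detected transcripts was -0.04. The choice of normalization is argued against, since the lowest share of higher transcripts over the 5 other scalings was 68.8%. With spots in places left out the share was 72.0%. With the detected transcripts in 4 classes of brightness, the median of the dimmest class minus that of the brightest was -0.0464, which does not test the excess past the threshold. The share of higher transcripts among those past it went from 53.2% in the dimmest class to 90.3% in the brightest, so a relation with brightness stays open. Sequence differences between Zebu RNA and the Bos taurus probes would act on single probes, and among the higher transcripts with other probes, 42.3% were followed by these probes past the threshold, with adjacent rising spots left out. The normalization, the places and sequence differences are thus excluded as the whole cause, but they may account for part of it, as may the labelling of a single pool per group, which the design leaves open together with the breed.

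The spermatid markers had a median difference of 1.59 over 20 genes, and all 20 differences were positive, 10 of them at 1.5 or more. The study lists 9 of them, and the other 11 had a median of 0.93. A trend with brightness is argued against by their percentile of 100 among random lists matched on mean expression. A larger share of spermatids in the crossbred tissue is a candidate explanation. Spermatogonia had a median of -0.71 over 11 genes (percentile 0.36, 1 listed by the study) and peritubular and smooth muscle cells -0.73 over 8 (percentile 0.06). A larger share of spermatids alone would lower the markers of the other types alike, but endothelial cells had -0.19 over 8 genes (percentile 30.6) and macrophages 0.13 over 9 (percentile 78.8, 1 listed by the study), so it may not account for the whole pattern. Whether the level per cell differs stays open. B and plasma cells had a median of 0.68 over 8 genes (percentile 98.4), of which the study lists 3.

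For steroidogenesis, a smaller share of Leydig cells cannot be told apart from lower levels per cell. The Leydig cell markers had a median of -0.44 over 11 genes at percentile 3.26, with 3 positive and 8 negative differences, and the study lists 2 of them. CYP11A1 differed by -0.57 and INSL3 by -0.44, while HSD17B3 differed by 0.93.

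For 5 marker lists the check is void, because fewer than 80% of their genes had a value, the others being absent from the array by name or not well above background. These are spermatocytes with a median of 0.40 over 8 genes (percentile 92), Sertoli cells with -0.90 over 9 (percentile 0.01, 1 listed by the study), red blood cells with 0.14 over 4 (percentile 68.5, 2 listed), epididymis with 1.50 over 6 (percentile 99.9, 2 listed) and trophoblast with 1.39 over 7 (percentile 99.7).

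Of the gene families, 174 of 943 olfactory receptors had a value, with a median of 0.25 (percentile 99.99, 12 listed by the study). The 94 ribosomal protein genes had a median of -0.31 (percentile 0, 3 listed) and 7 mitochondrially encoded transcripts 0.06 (percentile 39.1). Among immunoglobulins, 11 of 19 had a value, with a median of 2.81 (percentile 100, 1 listed), 7 of them positive and 4 negative. Over the 9 well above background on both arrays, the median of immunoglobulins was 0.26. Among pregnancy-associated glycoproteins 17 of 29 had a value, with a median of 1.56 (percentile 100, 9 listed). No explanation was tested for these families.

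The 494 transcripts of the X chromosome had a median of -0.42, with 124 positive and 366 negative differences of any size, and the study lists 34 of the 618 on the array. Their percentile among random lists matched on mean expression was 0, which argues against a trend with brightness, and with spots in places left out the median was -0.43. With the deposited signal used for dim members as well, the median was -0.47 for the X chromosome and between -0.19 and 0.02 for the others. Breed, the share of cell types and the single pool per group stay open as untested.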
